# Renal interstitial cells promote nephron regeneration by secreting prostaglandin E2

**DOI:** 10.7554/eLife.81438

**Published:** 2023-01-16

**Authors:** Xiaoliang Liu, Ting Yu, Xiaoqin Tan, Daqing Jin, Wenmin Yang, Jiangping Zhang, Lu Dai, Zhongwei He, Dongliang Li, Yunfeng Zhang, Shuyi Liao, Jinghong Zhao, Tao P Zhong, Chi Liu

**Keywords:** zebrafish, kidney, regeneration, renal interstitial cells, PGE2, Zebrafish

## Abstract

In organ regeneration, progenitor and stem cells reside in their native microenvironment, which provides dynamic physical and chemical cues essential to their survival, proliferation, and differentiation. However, the types of cells that form the native microenvironment for renal progenitor cells (RPCs) have not been clarified. Here, single-cell sequencing of zebrafish kidney reveals *fabp10a* as a principal marker of renal interstitial cells (RICs), which can be specifically labeled by GFP under the control of *fabp10a* promoter in the *fabp10a:GFP* transgenic zebrafish. During nephron regeneration, the formation of nephrons is supported by RICs that form a network to wrap the RPC aggregates. RICs that are in close contact with RPC aggregates express cyclooxygenase 2 (Cox2) and secrete prostaglandin E2 (PGE2). Inhibiting PGE2 production prevents nephrogenesis by reducing the proliferation of RPCs. PGE2 cooperates with Wnt4a to promote nephron maturation by regulating β-catenin stability of RPC aggregates. Overall, these findings indicate that RICs provide a necessary microenvironment for rapid nephrogenesis during nephron regeneration.

## Introduction

Acute kidney injury (AKI) is the most common cause of organ dysfunction in critically ill adults with an incidence of around 34% and carries an observed in-hospital mortality as high as 62% (Doyle and Forni, 2016). One of the main reasons is that mammals can partly repair their nephrons (the functional units of the kidney), but cannot regenerate new ones. By contrast, zebrafish can regenerate a large number of nephrons rapidly after kidney injury to compensate for lost renal function (Diep et al., 2011). During nephron regeneration, *lhx1a*-positive (*lhx1a*^+^) RPCs congregate to form cell aggregates, then proliferate rapidly and differentiate into renal vesicles (RVs), which finally develop into mature nephrons (Diep et al., 2011). The native microenvironment in which progenitor and stem cells reside provides dynamic physical and chemical cues for their survival, proliferation, and function (Lee et al., 2019). However, the types of cells that form the native microenvironment of RPCs have not been elucidated.

RICs are specialized fibroblast-like cells localized mainly between the tubular and vascular structures, and thought to be responsible for the production of collagenous and noncollagenous extracellular matrices after kidney injury (Whiting et al., 1999). Under normal physiological conditions, RICs are the major sites of cyclooxygenase (Cox) expression and Cox-derived prostanoid synthesis (Zhang et al., 2018). Prostanoids regulate various aspects of renal physiology, including tubular transport and hemodynamics (Nasrallah et al., 2007). Numerous studies have reported the diverse and crucial roles of RICs during renal development, homeostasis, and disease (Whiting et al., 1999; Nasrallah et al., 2007; Zhang et al., 2018). However, the roles of RICs during nephron regeneration remain undefined.

PGE2 is one of the most typical lipid mediators produced from arachidonic acid (AA) by Cox enzymes (Park et al., 2006) and has been demonstrated to play a crucial role in the development of pronephros (Chambers et al., 2020; Marra et al., 2019; Poureetezadi et al., 2016). Elevation of PGE2 can restrict the formation of the distal nephron segment and expand a proximal segment lineage in zebrafish (Poureetezadi et al., 2016). PGE2 also regulates the development of renal multicilliated cells, in which embryos deficient in PGE2 form fewer renal multiciliated cell progenitors and develop more transporter cells (Marra et al., 2019). However, whether PGE2 affects nephrogenesis during regeneration of the zebrafish mesonephros has not been investigated.

In this study, we have employed single-cell sequencing in zebrafish kidney and have revealed that *fabp10a* is a marker of RICs. RICs can be specifically labeled by GFP in the *fabp10a:GFP* transgenic kidney. The formation of nephrons is closely related to Cox2a-expressed RICs, which are in close contact with RPC aggregates during nephron regeneration. Inhibiting PGE2 production suppresses nephrogenesis. Furthermore, PGE2 interacts with the Wnt signaling pathway by regulating β-catenin stability in RPC aggregates and can rescue the nephron regeneration defect in *wnt4a* mutants. These findings illustrate that RICs secrete PGE2 to promote nephron regeneration by PGE2/Wnt interaction.

## Results

### Single-cell messenger RNA sequencing reveals RICs

Understanding the function of an organ requires the characterization of its cell types (Panina et al., 2020). To illustrate the functions of the various cell types in the zebrafish kidney, we sequenced kidney cells by 10X Genomics single-cell RNA sequencing. Six randomly selected 6-month-old zebrafish kidneys were used to obtain about 7147 cells for sequencing. 3902 cells passed the quality control and were incorporated into analyses. Our initial analysis of kidney samples identified distinct clusters comprising 12 different cell types (Figure 1A). Further, we identified unique gene expression signatures that defined each of these cell clusters. The identities of 11 clusters were readily assigned based on expression of known markers or previous sequencing data (Tang et al., 2017; Diep et al., 2011). For example, two cell clusters were composed of epithelial cell types that are highly conserved in mammals, including the distal tubule epithelial cells defined by expression of *solute carrier family 12 member 3 (slc12a3*), *ATPase Na^+^/K^+^ transporting subunit alpha 1a, tandem duplicate 4* (*atp1a1a.4*), and *ATPase Na^+^/K^+^ transporting subunit beta 1*a (*atp1b1a*), as well as the proximal tubule epithelial cells defined by the expression of *solute carrier family 22 member 2* (*slc22a2*), *paired box 2a* (*pax2a*), and *aminoacylase 1* (*acy1*) (Tang et al., 2017). We also identified hematopoietic stem cells, erythrocytes, T cells, neutrophils, macrophages, and vascular endothelial cells (Figure 1A and B, Figure 1—source data 1).

**Figure 1.**
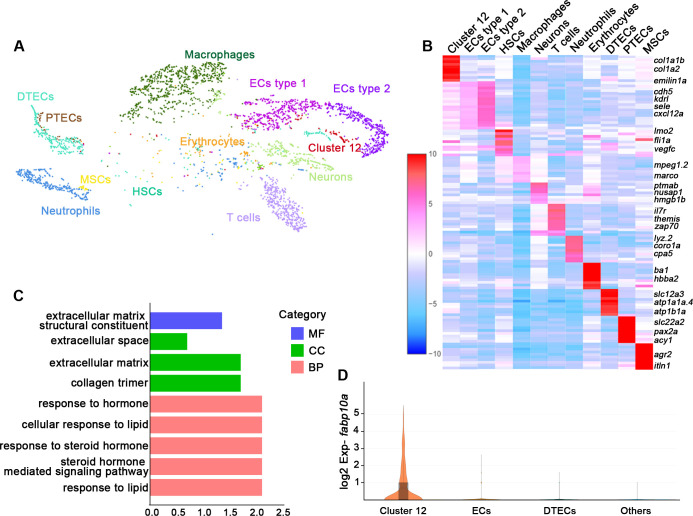
Single messenger RNA sequencing of kidney cells. (**A**) A tSNE plot showing clustering of all kidney cells after alignment using the Seurat package. Cells clustered with resolution 0.6. (**B**) Heat map showing relative log-expression of the top 2 or 3 marker genes for each cell cluster in **A**. (**C**) GO analysis of differentially expressed genes of cluster 12. A false discovery rate <0.05 was considered to indicate significant enrichment. BP, biological process; CC, cellular component; MF, molecular function. (**D**) Expression analysis of *fabp10a* in all clusters, showing that *fabp10a* was specifically expressed in cluster 12. DTECs, distal tubule epithelial cells; PTECs, proximal tubule epithelial cells; ECs, endothelial cells; HSCs, hematopoietic stem cells; MSCs, mucin-secreting cells; Exp, expression. Figure 1—source data 1.Gene expression of each identified cell population in zebrafish kidney single-cell RNA sequencing data.

**Figure 1—figure supplement 1.**
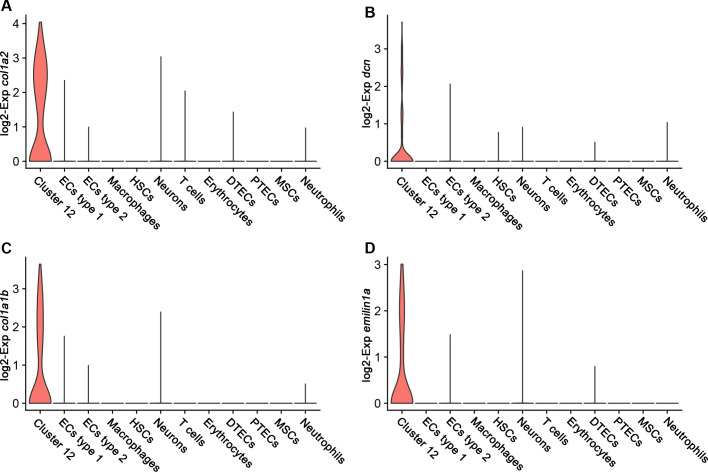
Expression analysis of interstitial cell marker genes in all kidney cell clusters. Expression analysis of *col1a2* (**A**), *dnc* (**B**), *col1a1b* (**C**), and *emilin1a* (**D**). DTECs, distal tubule epithelial cells; PTECs, proximal tubule epithelial cells; ECs, endothelial cells; HSCs, hematopoietic stem cells; MSCs, mucin-secreting cells; Exp, expression.

Interestingly, we found a new cell type (cluster 12). By comparing our data with the single-cell RNA sequencing data of human and mouse kidneys, it was found that this cluster of cells expressed human or mouse RICs signature genes, including *collagen type 1 alpha 1b* (*col1a1b*), *collagen type 1 alpha 2* (*col1a2*), *decorin* (*dcn*)*,* and *elastin microfibril interfacer 1a* (*emilin1a*) (Young et al., 2018; Stewart et al., 2019; Ransick et al., 2019; Figure 1B, Figure 1—figure supplement 1A–C). Therefore, we speculated that these cells were RICs. We next performed gene ontology (GO) analysis of all genes in this cell cluster and found that a significant percentage of genes corresponded to the extracellular matrix, the extracellular proteins that are not attached to the cell surface, or response to steroid hormones. Furthermore, this cluster of cells was also enriched in genes that respond to lipids (Figure 1C), which are richly contained by mammalian RICs (Hao and Breyer, 2007). Notably, we found that *fatty acid-binding protein 10a* (*fabp10a*), which plays a pivotal role in intracellular binding and trafficking of long-chain fatty acids (Her et al., 2003), was specifically expressed in cell cluster 12 but not in other type cells (Figure 1D). Taken together, we inferred *fabp10a* as a specific marker of this cell cluster.

### RICs are specifically marked by *fabp10a:GFP* in transgenic zebrafish

*Tg(fabp10a:GFP*) has been reported to specifically label the liver during early embryonic development (Her et al., 2003). To observe the expression of *fabp10a* in the kidney, we crossed *Tg(fabp10a:GFP*) with *Tg(cdh17:DsRed*), which is a transgenic line specifically labeled nephron epithelial cells, and found that *Tg(fabp10a:GFP*) labeled not only the liver and spinal cord but also a part of proximal straight tubule (PST) and distal tubule (DT) starting at 4 days post-fertilization (4 dpf) (Figure 2—figure supplement 1A). Furthermore, a large number of *Tg(fabp10a:GFP*) labeled cells were observed to distribute around the area where the mesonephric tubules appeared after 15 dpf (Figure 2A, Figure 2—figure supplement 1A). These cells were fusiform with irregular polygon shapes, and interweaved between cells to form a network (Figure 2A), similar to the same cell shape as mammalian RICs (Whiting et al., 1999; Zhang et al., 2018).

**Figure 2.**
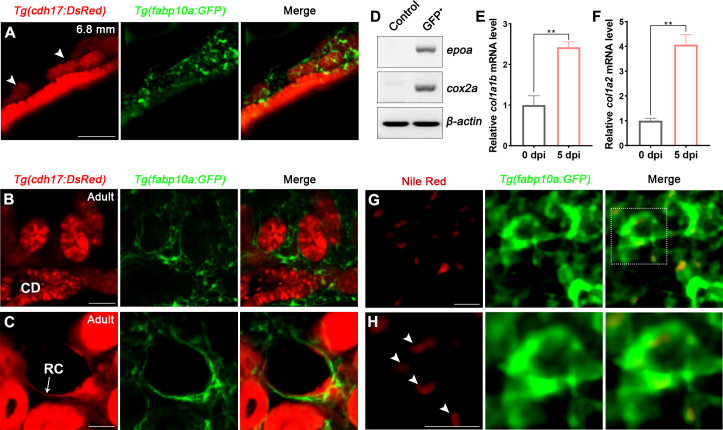
Renal interstitial cells (RICs) are specifically labeled by *fabp10a:GFP* in transgenic zebrafish. (**A**) Localization of *Tg(fabp10a:GFP*) labeled-RICs in 6.8 mm stage juvenile zebrafish. *Tg(cdh17:DsRed*) labeled renal tubules (arrowheads, new mesonephric branches; n = 6). (**B, C**) In adult zebrafish kidney, *Tg(fabp10a:GFP*) marks RICs (n = 3), while *Tg(cdh17:DsRed*) labels CD and also renal capsule (RC). *Tg(fabp10a:GFP*) cells form a network to tightly wrap kidney tubules (**B**) and capsules (**C**). CD, collecting duct; RC, renal capsule. (**D**) RT-PCR analysis of the expression of *epoa* and *cox2a. β-actin* was used as a sample control. GFP^+^ indicates cells with only GFP fluorescence; control indicates all cells except GFP^+^/DsRed^-^ cells. (**E, F**) *col1a1b* and *col1a2* mRNA levels in *Tg(fabp10a:GFP*)-labeled GFP^+^/DsRed^-^ cells were quantified by qPCR. Both were significantly increased at 5 dpi (n = 3). Both genes were normalized to the mean expression level at 0 dpi, which was set to 1. **p<0.01 by one-way ANOVA. (**G**) Nile red staining section of *Tg(fabp10a:GFP*) zebrafish kidney showing that *Tg(fabp10a:GFP*)-labeled cells contained plentiful lipid droplets. (**H**) Higher-magnification image of the boxed area showed in (**G**) (arrowheads, lipid droplets). n = 3. Scale bar in (**A–C**), 100 μm; (**G, H**), 20 μm. Figure 2—source data 1.Original gel files of Figure 2D and Figure 2—figure supplement 1B. Figure 2—source data 2.Numerical data for Figure 2E and F.

**Figure 2—figure supplement 1.**
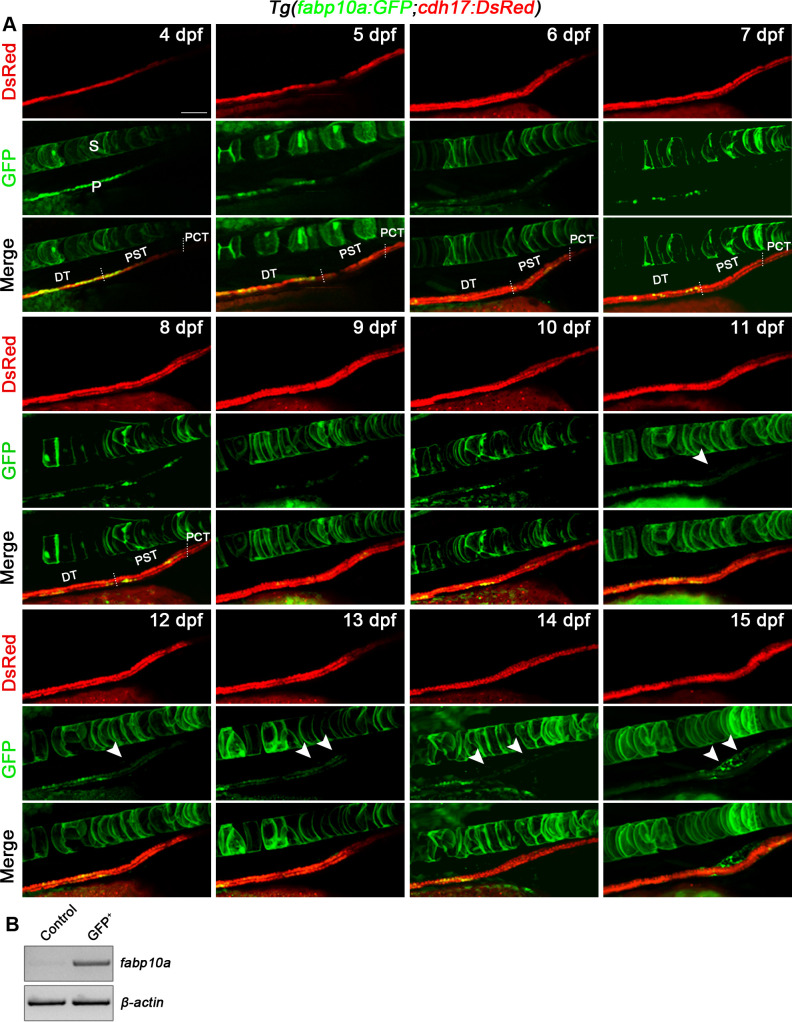
Renal interstitial cells (RICs) can be labeled by *Tg(fabp10a:GFP*) line. (**A**) The development process of *Tg(fabp10a:GFP;cdh17:DsRed*) zebrafish from 4 dpf to 15 dpf. *Tg(fabp10a:GFP*) labeled PST and DT in early stages (4–14 dpf) and RICs (arrowheads) at 15 dpf (n = 5). The spinal cord is also labeled by *fabp10a:GFP* cells. (**B**) RT-PCR analysis indicated the expression of *fabp10a* in *Tg(fabp10a:GFP*) labeled-kidney cells. *β-actin* was used as a sample control. GFP ^+^ indicates kidney cells with only GFP fluorescence; control indicates all kidney cells except GFP ^+^ /DsRed^-^ cells. P, pronephros; S, spine; PCT, the proximal convoluted tubule; PST, proximal straight tubule; DT, distal tubule. Scale bar, 100 μm.

To further identify these cells, we analyzed adult kidney sections of the *Tg(fapb10a:GFP;cdh17:DsRed*) double transgenic line. A large number of GFP^+^ cells were attached to the renal tubules and collecting ducts, or distributed in the renal interstitium (Figure 2B). Moreover, these cells also tightly surrounded the *cdh17*-labeled renal capsules (Figure 2C). As in juvenile zebrafish, these cells had multitudinous shapes and formed a network (Figure 2A–C). The distribution and morphology of these cells were similar to those of the RICs in the mammalian metanephros (Whiting et al., 1999; Zhang et al., 2018). Next, we sorted the adult kidney cells of the *Tg(fapb10a:GFP;cdh17:DsRed*) line by flow cytometry (FACS). Two groups of cells were collected. One group of cells only expressed green fluorescence (GFP^+^/DsRed^-^), and the control group included all of the other cells, except GFP^+^/DsRed^-^ cells. We detected the *fabp10a* expression in GFP^+^/DsRed^-^ cells but not in control cells by semi-quantitative reverse transcription-polymerase chain reaction (RT-PCR) (Figure 2—figure supplement 1B), indicating that GFP^+^/DsRed^-^ cells were indeed *fabp10a* positive. Furthermore, we detected the enrichment of *erythropoietin (epo*) gene, a marker of mammalian RICs (Kobayashi et al., 2016; Souma et al., 2015), in GFP ^+^/DsRed^-^ cells, but not in control cells (Figure 2D). Cox2 is also considered to be a marker of mammalian RICs (Zhang et al., 2018). We found that *cox2a,* the *Cox2-*orthologous gene in zebrafish, was also highly enriched in GFP^+^/DsRed^-^ cells (Figure 2D).

RICs have been reported to differentiate into fibroblasts when AKI occurs in mammals (Baues et al., 2020). We intraperitoneally injected gentamicin (Gent; 2.7 μg/μL, 20 μL per fish), an established nephrotoxin, into zebrafish to induce AKI (Diep et al., 2011; Augusto et al., 1996) and then collected the GFP^+^/DsRed^-^ kidney cells of *Tg(fapb10a:GFP;cdh17:DsRed*) zebrafish at 5 days post-injury (5 dpi) by FACS. Compared with the uninjured kidneys, mRNA levels of fibroblast markers *col1a1b* and *col1a2* were increased significantly in GFP^+^/DsRed^-^ cells at 5 dpi according to quantitative PCR (qPCR) analysis (Figure 2E and F). Because mammalian RICs are lipid-rich cells (Hao and Breyer, 2007), Nile red, a fluorescent dye that specifically stains lipids, was used to detect lipid droplets in adult renal tissues. Many lipid droplets were detected in the cytoplasm of most *Tg(fabp10a:GFP*) labeled cells (Figure 2G and H). Collectively, these findings demonstrated that this cluster of cells had a high degree of similarity and conservation as mammalian RICs based on cell location, morphology, and molecular or biochemical characteristics. Thus, we defined the cluster of *fabp10a*^+^ cells as the zebrafish RICs.

### Kidney injury promotes synthesis and secretion of PGE2 by RICs

Kidney injury in adult zebrafish induces the synchronous formation of many new nephrons marked by *lhx1a* (Kamei et al., 2019; Diep et al., 2011). In the *Tg(fapb10a:GFP;lhx1a:DsRed*) injured kidneys, we found that the *lhx1a ^+^* RPC aggregates were wrapped around by the RICs that closely interacted with *lhx1a ^+^* cells (Figure 3B, Figure 3—figure supplement 1A). Additionally, EdU assay showed that RICs and *lhx1a ^+^* RPCs proliferated simultaneously after AKI (Figure 3—figure supplement 1B), suggesting that RICs participate in the regeneration of nephrons.

**Figure 3.**
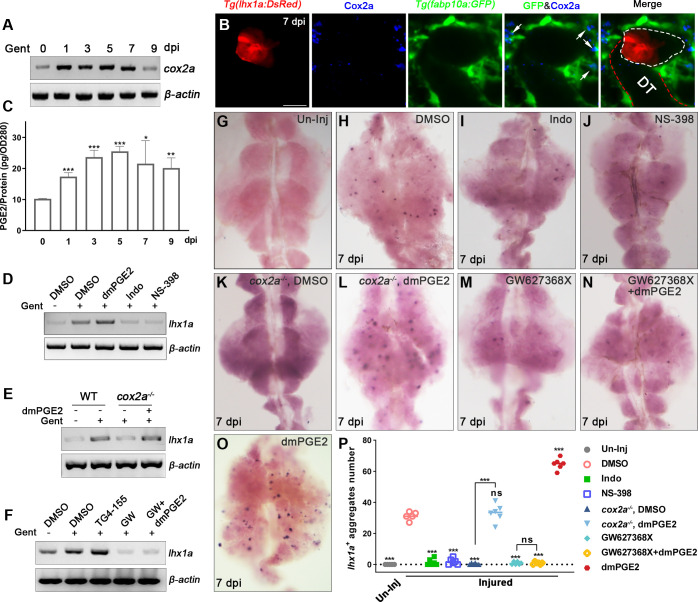
Renal interstitial cells (RICs) promote nephron regeneration by secreting PGE2. (**A**) *cox2a* mRNA levels were evaluated by RT-PCR at 0, 1, 3, 5, 7, and 9 dpi. *β-actin* was used as a sample control. The expression of *cox2a* was upregulated after acute kidney injury (AKI) and reached its peak level at 5 dpi (n = 3). (**B**) Immunofluorescence staining of Cox2a in *Tg(fabp10a:GFP;lhx1a:DsRed*) zebrafish kidneys at 7 dpi. RICs around *lhx1a^+^* cell aggregates highly expressed Cox2a (arrows; DT, distal tubule, red outline; *lhx1a^+^* cell aggregates, white outline; n = 4) Scale bar, 50 μm. (**C**) PGE2 levels were assessed at 0, 1, 3, 5, 7, and 9 dpi using PGE2 ELISA kits. PGE2 levels increased after AKI and reached their peak at 5 dpi (n = 3). Data were analyzed by ANOVA, *p<0.05, **p<0.01, ***p<0.001 vs 0 dpi. (**D**) *lhx1a* mRNA levels were evaluated by RT-PCR at 7 dpi. (**E**) The *lhx1a* mRNA levels in *cox2a^-/-^* and WT zebrafish kidneys were assessed by RT-PCR at 7 dpi. (**F**) The *lhx1a* mRNA levels were determined by RT-PCR at 7 dpi after injection of EP2 inhibitor TG4-155 or EP4 inhibitor GW627368X (GW). *β-actin* was used as a sample control in (**D–F**). (**G–O**) *lhx1a* WISH showing the trunk kidney region at 7 dpi (n = 5–7). (**G**) *lhx1a ^+^* cell aggregates could not be detected in un-injured (Un-Inj) kidneys. (**H**) Injury induced the formation of *lhx1a^+^* cell aggregates. Indo (**I**), NS-398 (**J**), or Cox2a deficiency (**K**) inhibited the formation of *lhx1a^+^* cell aggregates. dmPGE2 could rescue the effect of Cox2a deficiency (**L**). GW627368X inhibited the formation of *lhx1a^+^* cell aggregates (**M**), and dmPGE2 could not rescue the defect (**N**). dmPGE2 could promote the formation of *lhx1a^+^* cell aggregates (**O**). (**P**) *lhx1a^+^* cell aggregates in uninjured and injured kidneys that were treated with DMSO, COX inhibitors or dmPGE2 were calculated using ImageJ. n = 5–7 in each condition. Data were analyzed by ANOVA, *p<0.05, **p<0.01, ***p<0.001. Figure 3—source data 1.Differential analysis of gene expression in zebrafish nephron regeneration transcriptome. Figure 3—source data 2.Original gel files of Figure 3A, D and F. Figure 3—source data 3.Numerical data for Figure 3C and P and Figure 3—figure supplement 1D–F.

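Among the 5685 listed genes that passed the filter, 3664 (64.5%) differed among the 5 groups (limma F-test, adjusted p below 0.05). In the contrast of the 4 injured groups with uninjured kidneys, 1824 genes differed, 864 of them higher and 960 lower after injury. With the replicate number as a block, which was checked because the groups carry the same replicate numbers, these counts were 3519 and 1708. Requiring in addition an absolute log2 change of at least 1 lowered the count for injured kidneys to 606. The gene with the largest rise at 1 dpi was nr1d1, with a log2 change of 8.94 (standard error 0.44, limma adjusted p = 3e-04). It rose from 1.28 ± 1.15 FPKM (SD, n = 3) in uninjured kidneys to 1079.9 ± 389.6 FPKM (SD, n = 3) at 1 dpi. This gene belongs to a list of 13 circadian clock genes, of which all 13 were higher at 1 dpi. The times of day of the collections were not found in the paper, so its rise cannot be assigned to injury. The largest fall at 1 dpi was that of stc1l, which fell by 5.37 (standard error 0.99, limma adjusted p = 0.015). The FPKM of stc1l varied widely within groups, from 328 to 3250 in uninjured kidneys and from 7.99 to 55.0 at 1 dpi. It ranged from 0.155 to 434 at 3 dpi, 0.914 to 673 at 5 dpi and 48.7 to 1307 at 7 dpi. The source of this spread was not tested. At 3 dpi egr4 had the largest rise, 4.66, and at 5 dpi saa, 5.41 (limma adjusted p = 0.0084 and 0.018). The largest rise at 7 dpi was 4.06 for irg1l (limma adjusted p = 0.016). Genes of transport proteins had the largest falls at these time points. The log2(FPKM + 1) of slc6a19b fell by 4.94 at 3 dpi and by 3.04 at 7 dpi (limma adjusted p = 0.0084 and 0.016), and that of slc26a6l fell by 2.99 at 5 dpi (limma adjusted p = 0.018). With the block, the limma adjusted p was 0.0050 for nr1d1 and 0.016 for stc1l at 1 dpi. In the fit on all 15 samples stc1l did not pass the threshold (standard error 2.26, limma adjusted p = 0.083), nor with the mean of the ovary genes as a covariate in that fit, an alternative chosen after seeing the data (limma adjusted p = 0.063). None of the genes named at 3, 5 and 7 dpi passed the threshold with the block. Their limma adjusted p was then 0.055 for egr4 and for slc6a19b at 3 dpi, 0.063 for saa and slc26a6l at 5 dpi, and 0.083 for irg1l and slc6a19b at 7 dpi, with the same log2 changes. Before adjustment, their limma p was 3.9e-05 to 5e-04 with the block and 3.9e-06 to 0.00013 without it. Same-numbered samples are not the same kidneys, so the block is a check and not a pairing set by the design. Their deviations from the group means had a mean correlation across genes of -0.03 over all pairs of groups. Between uninjured kidneys and 3, 5 and 7 dpi it was -0.16, 0.31 and 0.10.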

**Figure 3—figure supplement 1.**
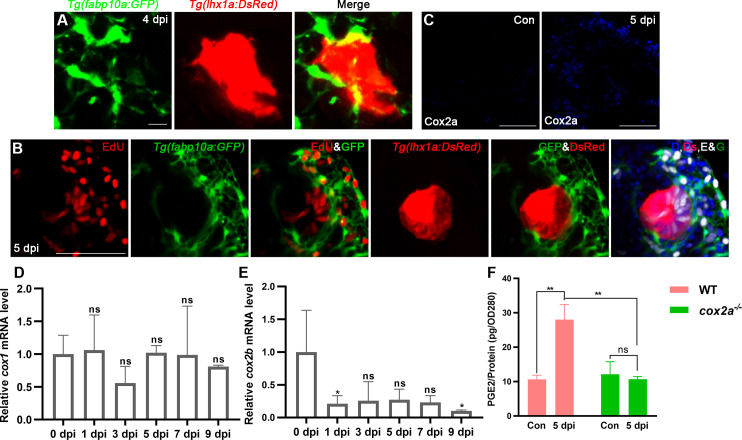
Kidney injury promotes renal interstitial cells (RICs) to synthesize and secrete PGE2. (**A**) Confocal stack projection of *Tg(fabp10a:GFP;lhx1a:DsRed*) transgenic kidney tissue at 4 dpi. RICs were wrapped around and closely interacted with the *lhx1a^+^* cell aggregate (n = 4). Scale bar, 10 μm. (**B**) Proliferation assay of RICs which wrapped around *lhx1a^+^* cell aggregates at 5 dpi. D, DAPI; Ds, DsRed; E, EdU; G, GFP in the merged image (n = 6). Scale bar, 100 μm. (**C**) Immunofluorescent staining of Cox2a in kidneys at 0 dpi (Con, control) and 5 dpi. Cox2a was increased at 5 dpi (n = 4). Scale bar, 100 μm. (**D, E**) qPCR relative quantification of *cox1a* and *cox2* mRNA in kidney tissue harvested at 0, 1, 3, 5, 7, and 9 dpi (n = 3). (**F**) PGE2 levels of WT and *cox2a^-/-^* kidneys were assessed at 0 and 5 dpi using PGE2 ELISA kit (n = 3). Data were analyzed by ANOVA, *p<0.05, **p<0.01, ***p<0.001; ns, no significant difference.

**Figure 3—figure supplement 2.**
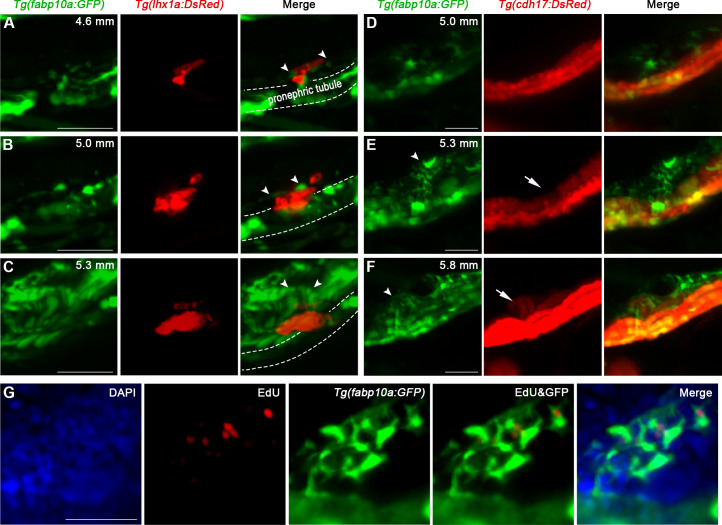
The interaction between renal interstitial cells (RICs) and renal progenitor cells (RPCs). (**A–C**) Time-lapse fluorescence microscopy imaging of *Tg(fabp10a:GFP;lhx1a:DsRed*) juvenile zebrafish revealed the interaction between RICs (arrowheads) and RPC aggregate at 4.6 mm (**A**), 5.0 mm (**B**), and 5.3 mm (**C**) stage. (**D, E**) Time-lapse microscopy of *Tg(fabp10a:GFP;cdh17:DsRed*) juvenile zebrafish revealed the behavior of RICs during mesonephros development (n = 4). (**D**) The RICs occurred upon the pronephric tubule at 5.0 mm stage (n = 4). (**E**) Mesonephric branch (arrow) occurred upon the pronephric tubule and was wrapped by RICs (arrowheads) at 5.3 mm stage (n = 4). (**F**) The mesonephric tubule elongated into nascent nephron (arrow) and RICs (arrowheads) formed a network that completely wrapped up the tubule at 5.8 mm stage (n = 4). (**G**) EdU assay of RICs showed that the RICs were proliferating during mesonephros development (n = 5). Scale bar in (**A–C**) 50 μm; (**D–F**) 100 μm; and (**G**) 50 μm.

**Figure 3—video 1.** 3D video of renal interstitial cells (RICs) wrapping renal progenitor cell (RPC) aggregate corresponds to Figure 3—figure supplement 2F. Scale bar, 50 μm.

To further validate the interaction between RICs and RPCs, we assessed the real-time interaction in the *Tg(fabp10a:GFP;cdh17:DsRed*) or *Tg(fabp10a:GFP; lhx1a:DsRed*) juvenile zebrafish using time-lapse fluorescence microscopy imaging technique (Figure 3—figure supplement 2A–F, Figure 3—video 1). During the development of mesonephros from 10 dpf to 16 dpf, RPCs occurred with the pronephric tubules at the 4.6 mm stage (body length; Figure 3—figure supplement 2A) and RICs were detected around the RPC at the 5 mm stage. At this time, the RPCs congregate to form the first cell aggregate (Figure 3—figure supplement 2B and D). During the differentiation of this cell aggregate, more RICs appeared and covered the cell aggregate as a cell network. The RPC aggregate then elongated to form the first mesonephric branch at the 5.3 mm stage, and large numbers of RICs appeared in the direction of elongation (Figure 3—figure supplement 2C and E). Further, the mesonephric tubule elongated and formed the nascent nephron at the 5.8 mm stage, and RICs formed a network that completely wrapped the entire nephron (Figure 3—figure supplement 2F, Figure 3—video 1). As the body grew, other nascent nephrons appeared in the pronephric tubules. RICs repeat the above process to produce new cell networks to wrap nascent nephrons (Figure 2A). This finding demonstrates that the RIC network is a basic element of nephron structure. Furthermore, we also determined the proliferation of RICs during this process, and found a large number of RICs were EdU^+^, as in regeneration stage (Figure 3—figure supplement 2G), indicating that cell proliferation during nephrogenesis is a source of RICs. The above results indicate that RICs are closely related to nephrogenesis.

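Kidney RNA of adult zebrafish was sequenced in 5 groups of 3 samples, uninjured kidneys and kidneys at 1, 3, 5 and 7 dpi after gentamicin-induced AKI. Gentamicin is an antibiotic that damages kidney tubules. The fish were 6 months old. The authors removed low-quality reads, counted the reads of each gene, divided the counts by gene length and by the size of the library, and deposited the result as FPKM. The table used here lists part of the transcriptome, with 5456 protein-coding genes. The 365 rows of Figure 3—source data 1 that could be read were identical to rows of this table. In a moderated F-test over the 5 groups 70.8% of the genes tested had an unadjusted p below 0.05, so the table holds mostly genes that differ between these groups. Every count of changed genes is therefore a count among genes already listed by the authors. The adjusted p-values are also taken over these genes alone. If the genes were picked because they differ between these groups, these p-values can be too small, that of cox2a included. FPKM values are whole reads divided by a gene length and a library size, and the whole reads were recovered for 99.98% of the listed genes by comparing genes with few reads between samples. The recovered lengths of all 12 microRNA genes were equal to their annotated spans. By this calculation the FPKM values rest on 13876000 to 15102000 reads per uninjured sample (median 14208000), 15172000 to 15983000 reads at 1 dpi (median 15719000), 14688000 to 16233000 reads at 3 dpi (median 14795000), 14227000 to 16368000 reads at 5 dpi (median 15255000) and 15231000 to 16090000 reads at 7 dpi (median 16083000). The sequencing was paired-end, and the paper's text does not settle whether each of these reads is a single read or a read pair. The paper's text does not name the aligner, the genome build or the annotation release. Expression was compared as log2(FPKM + 1) with limma, a linear model whose variances are moderated across genes, for genes above 0 FPKM in at least 3 of the 15 samples. P-values were adjusted by the Benjamini-Hochberg method. The added 1 makes log2 changes of genes with low FPKM smaller than the ratio of their FPKM values. The kidney samples also differed within groups in transcripts typical of ovary and pancreas. The mean log2(FPKM + 1) of 21 ovary genes was between 0.26 and 5.73 in the 3 uninjured samples.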

In order to analyze the molecular mechanism of nephron regeneration, we performed the renal transcriptome analyses using injured kidney tissues at 1, 3, 5, and 7 dpi (Figure 3—source data 1). The transcriptome data showed that the expression of *cox2a*, a marker gene of RICs, was increased significantly after AKI compared to uninjured tissues. 

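The gene cox2a is listed as ptgs2a (ENSDARG00000004539) on the minus strand of chromosome 2, from 21258435 to 21265802 in the coordinates of the authors' table, whose genome build the paper's text does not name. It encodes a cyclooxygenase, an enzyme of prostaglandin synthesis. The FPKM of cox2a was 0.245 ± 0.110 (SD, n = 3) in uninjured kidneys. It was 0.777 ± 0.246 (SD, n = 3) at 1 dpi, 0.667 ± 0.421 (SD, n = 3) at 3 dpi, 1.22 ± 0.388 (SD, n = 3) at 5 dpi and 0.916 ± 0.0445 (SD, n = 3) at 7 dpi. Over all 12 injured samples it was 0.896 ± 0.344 (SD, n = 12). These are low values, resting on 5 to 12 recovered reads per uninjured sample and on 10 to 64 reads per injured sample. In the contrast of the 4 injured groups with uninjured kidneys, fitted over all 15 samples, cox2a was higher by 0.59 on the log2(FPKM + 1) scale (standard error 0.15, adjusted p = 0.011 from limma). The mean FPKM was 3.65 times that of uninjured kidneys. In 11 of the 12 injured samples cox2a was above every uninjured sample (exact permutation test of 12 against 3 samples, two-sided p = 0.0088, where the smallest p possible is 0.0022). The exception was 3 dpi replicate 3, at 0.285 FPKM against 0.364 FPKM in the highest uninjured sample. The paper reports the rise of cox2a from these same samples, so the limma and permutation p-values are not an independent test of it.

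Taken by time point, with only the 6 samples compared in the fit, the log2 change of cox2a was 0.51 at 1 dpi (standard error 0.15, limma adjusted p = 0.054), 0.39 at 3 dpi (standard error 0.20, limma adjusted p = 0.18), 0.83 at 5 dpi (standard error 0.16, limma adjusted p = 0.038) and 0.63 at 7 dpi (standard error 0.11, limma adjusted p = 0.022). The differences at 5 and 7 dpi passed the threshold of 0.05, and those at 1 and 3 dpi did not. All 3 samples were above all 3 uninjured samples at 1, 5 and 7 dpi (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 samples allow), and not at 3 dpi (exact permutation test, two-sided p = 0.2). The groups carry the same replicate numbers. With the replicate number as a block, the limma adjusted p of cox2a was 0.16 at 1 dpi, 0.21 at 3 dpi, 0.079 at 5 dpi and 0.083 at 7 dpi, with the same log2 changes, and 0.015 over the 4 injured groups. The deviations of same-numbered samples from their group means had a mean correlation across genes of -0.46 between uninjured and 1 dpi, -0.16 between uninjured and 3 dpi, 0.31 between uninjured and 5 dpi, 0.10 between uninjured and 7 dpi and -0.03 over all pairs of groups. Among the other settings, the recovered reads analysed with limma voom, an alternative chosen after the data were seen, gave the largest value, 2.31 at 5 dpi (limma adjusted p = 0.057). This is a log2 ratio of reads without the 1 added to the FPKM, so it is on another scale than 0.83. The mean FPKM at 1, 3, 5 and 7 dpi was 3.17, 2.72, 4.99 and 3.73 times that of uninjured kidneys. From the higher cox2a in injured kidneys, the paper goes on to test cox2a by RT-PCR and to follow the PGE2 pathway during regeneration.

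**Figure D1:**
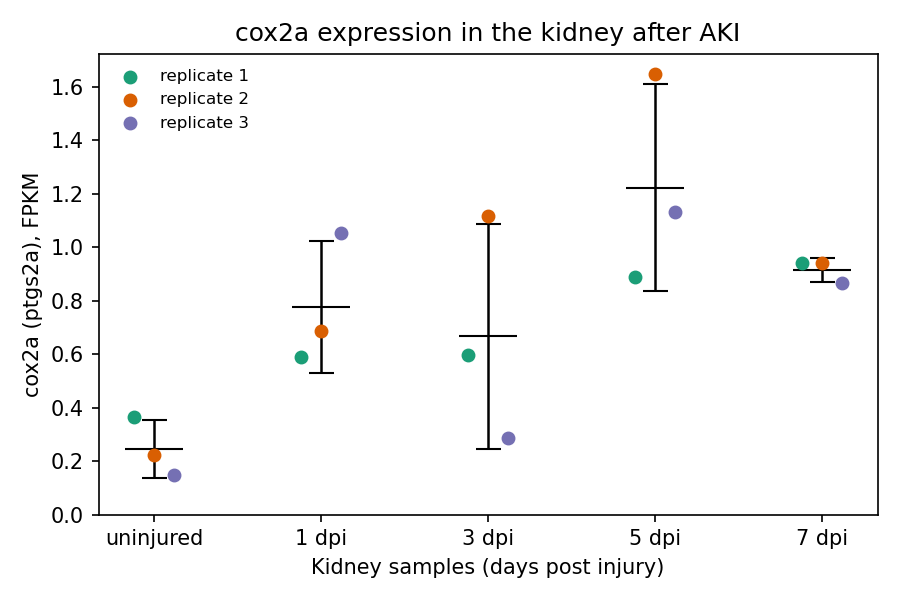
FPKM of cox2a (ptgs2a) in each kidney sample, by group on the horizontal axis. Points are single samples coloured by replicate number, horizontal marks are group means and bars are SD (n = 3). The uninjured samples lie between 0.148 and 0.364 FPKM, and the highest group mean is 1.22 FPKM at 5 dpi.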

Further, we confirmed this result by RT-PCR and found that *cox2a* mRNA expression increased at 1 dpi, reached its highest level at 5 dpi, and returned to normal at 9 dpi (Figure 3A). Furthermore, immunofluorescence revealed that Cox2a was increased during nephron regeneration (Figure 3—figure supplement 1C). Interestingly, most of the Cox2a-positive RICs were in close contact with RPC aggregates (Figure 3B).

Cox2 is a rate-limiting enzyme in PGE2 synthesis (Nørregaard et al., 2015; Poureetezadi et al., 2016). We examined PGE2 levels in kidneys using immunosorbent (ELISA) assay and found that PGE2 was increased significantly during nephron regeneration. The PGE2 levels were about 69.7% higher in injured groups than uninjured control groups at 1 dpi and reached their maximum value at 5 dpi (Figure 3C). This pattern was consistent with the change in *cox2a* mRNA in the transcriptome analysis (Figure 3A). 

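In the transcriptome the mean FPKM of cox2a was highest at 5 dpi, followed by 7, 1 and 3 dpi. The difference of 5 dpi from each of the other injured groups did not pass the threshold, and the other injured groups were not compared with each other. Between 5 dpi and 1 dpi the log2(FPKM + 1) of cox2a differed by 0.32 (standard error 0.20, limma adjusted p = 0.26), between 5 dpi and 3 dpi by 0.43 (standard error 0.23, limma adjusted p = 0.36) and between 5 dpi and 7 dpi by 0.20 (standard error 0.16, limma adjusted p = 0.52). The exact permutation tests of the same 3 comparisons gave two-sided p = 0.2, 0.2 and 0.3. With the replicate number as a block, the limma adjusted p of these comparisons was 0.31, 0.31 and 0.58, and the correlation of same-numbered deviations was -0.22 with 1 dpi, 0.01 with 3 dpi and 0.02 with 7 dpi. At 3 dpi the samples ranged from 0.285 to 1.12 FPKM, and at 5 dpi from 0.889 to 1.65 FPKM. The paper places the maximum of PGE2 at 5 dpi (Figure 3C).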

We next evaluated the expression of *cox1*, *cox2a*, and *cox2b*, the zebrafish *cox* gene family, by qPCR. The results showed that the expression of *cox2a* was increased (Figure 3A), whereas *cox2b* expression was reduced during nephron regeneration. However, *cox1* expression remained unaltered (Figure 3—figure supplement 1D and E). Altogether, these results indicate that AKI could induce RICs to specifically express *cox2a* that increases the synthesis and secretion of PGE2.

### Blockade of the Cox2a-mediated PGE2 synthesis leads to the defective nephron regeneration

Our results show that RICs, which surround RPC aggregates, highly expressed Cox2a and secreted PGE2, suggesting that PGE2 participates in nephron regeneration. To assess whether endogenous PGE2 participates in nephron regeneration after AKI, we intraperitoneally injected indomethacin (Indo, 200 μM, 10 μL per fish), an inhibitor of both Cox1 and Cox2, at 2, 4, and 6 dpi (Poureetezadi et al., 2016). Whole-mount in situ hybridization (WISH) showed that the number of *lhx1a^+^* cell aggregates was decreased at 7 dpi compared with the control group (Figure 3D, G–I, P). *lhx1a* expression was also reduced (Figure 3D). These results indicate that suppressing Cox activity restrains nephron regeneration. Given that the *cox2a* expression was significantly upregulated following AKI (Figure 3A), we infer that Cox2a has a decisive role in PGE2 synthesis during regeneration. To test this, N-(2-cyclohexyloxy-4-nitrophenyl) methane sulfonamide (NS-398, 140 μM, 10 μL per fish), a selective Cox2 inhibitor (Marra et al., 2019), was injected after AKI. As a result, *lhx1a* expression and the number of *lhx1a^+^* cell aggregates was decreased, as in the Indo-treated group (Figure 3D, J and P).

To further explore these findings, we used a genetic model of Cox2a deficiency to assess the effects of the Cox2a-PGE2 pathway on nephron regeneration. There were no obvious morphological differences between *cox2a^-/-^* and wild-type (WT) sibling fish (Li et al., 2019). We next induced AKI in *cox2a^-/-^* mutants and found that *lhx1a* mRNA and the number of *lhx1a^+^* cell aggregates in *cox2a^-/-^* kidneys were less than injured WT kidneys at 7 dpi (Figure 3E, K and P), indicating that Cox2a is required for nephron regeneration. We next measured PGE2 level in *cox2a^-/-^* kidneys at 5 dpi and found it was significantly lower than that in injured WT kidneys, while no significant differences were detectable between uninjured *cox2a^-/-^* and WT groups (Figure 3—figure supplement 1F). Furthermore, we injected the stable PGE2 analog dmPGE2 (600 μM, 10 μL per fish) into injured *cox2a^-/-^* kidneys (Goessling et al., 2009; Marra et al., 2019), and observed that the expression of *lhx1a* and the number of *lhx1a*^+^ cell aggregates were restored to the levels in injured WT kidneys at 7 dpi (Figure 3E, H, L and P). To assess the effects of PGE2 on the induction in nephron regeneration, we injected dmPGE2 (600 μM, 10 μL per fish) into WT zebrafish following AKI and observed significant increases in both the expression of *lhx1a* and the number of *lhx1a^+^* cell aggregates, in comparison with that in DMSO-treated groups at 7 dpi (Figure 3D, O and P), indicating that PGE2 is sufficient for nephron regeneration.

### PGE2–EP4 signaling promotes the proliferation of RPCs during regeneration

During nephron regeneration, RPCs congregate to form cell aggregates, then proliferate rapidly and differentiate into RVs (Diep et al., 2011). Therefore, we tested the proliferation of RPCs by EdU incorporation assay and found that about 43.5% of *lhx1a^+^* RPCs incorporated EdU in the process of proliferation. However, only about 5.5% of *lhx1a^+^* RPCs displayed EdU^+^ nuclei during RPC aggregation (Figure 4—figure supplement 1A). Next, we observed that the RPCs in the cell aggregate differentiate into square epithelial cells from irregular mesenchymal cells (Figure 4—figure supplement 1B and C). Cadherins responsible for cell–cell adhesion were also increased in the aggregates (Figure 4—figure supplement 1D and E). Notably, the *lhx1a^+^* RPC aggregates remained small in *cox2a^-/-^* mutants compared to WT at 5 dpi (Figure 4—figure supplement 1F and G), suggesting that PGE2 signaling mediates the proliferation of RPC aggregates.

To test whether PGE2 affects proliferation of RPCs during nephron regeneration, we assessed the proliferation of RPCs following AKI in adult zebrafish. First, we blocked PGE2 synthesis with Indo or NS-398 after AKI, and analyzed the EdU incorporation of DsRed^+^ RPCs in cell aggregates in *Tg(lhx1a:DsRed*) kidneys. The results showed that the number of RPCs in the cell aggregate was about 5–15 cells in the Indo- or NS-398-treated group at 5 dpi (Figure 4—figure supplement 2C and E). Among them, 10.9% of Indo-treated or 11.6% of NS-398-treated *lhx1a^+^* RPCs exhibited EdU^+^ nuclei (Figure 4—figure supplement 2A–G). Moreover, these aggregates had no epithelial cell morphology as *cox2a^-/-^* mutants (Figure 4—figure supplement 2A–F). In contrast, the number of RPCs in DMSO-treated cell aggregates was increased to an average of 47 (Figure 4A, Figure 4Figure 2A), and about 39.9% of *lhx1a^+^* RPCs displayed EdU^+^ nuclei (Figure 4A, B and K). Furthermore, we found that the number of RPCs in the cell aggregate in the *Tg(lhx1a:DsRed)/cox2a^-/-^* kidney was about 11 cells at 5 dpi, with about 10.3% of *lhx1a^+^* RPCs being EdU-positive RPCs. Then, we injected dmPGE2 to *Tg(lhx1a:DsRed)/cox2a^-/-^* kidney following AKI. RPC numbers in the cell aggregate were restored to injured WT level at 5 dpi, with about 49.9% of *lhx1a^+^* RPCs incorporating EdU (Figure 4C–F and K). These findings indicate that PGE2 secreted by RICs is required for the proliferation of RPCs during nephron regeneration.

**Figure 4.**
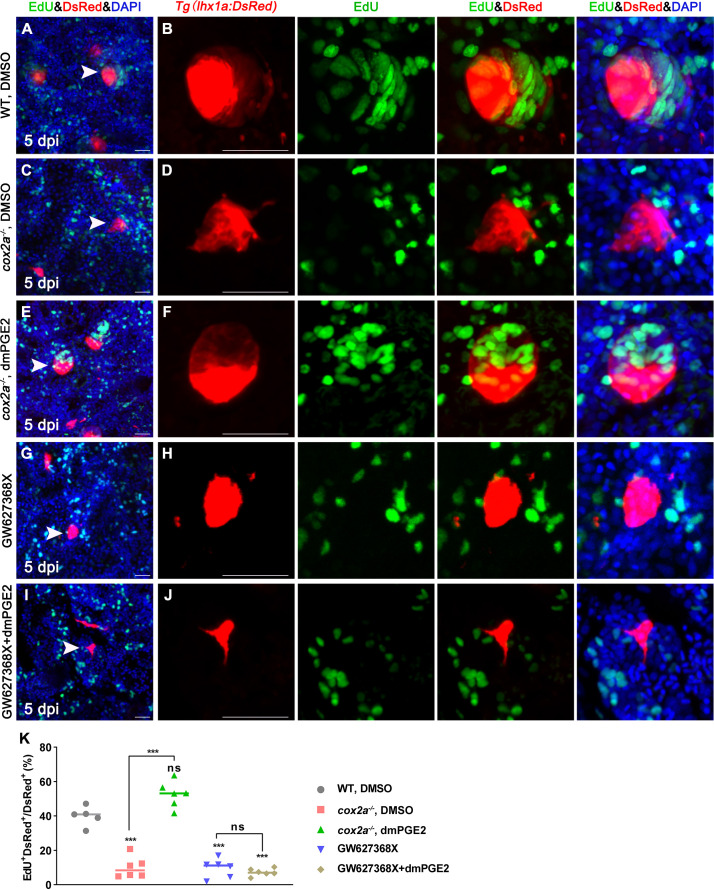
PGE2–EP4 signaling promotes the proliferation of renal progenitor cells (RPCs) during nephron regeneration. *Tg(lhx1a:DsRed*) fish were injected with EdU to label proliferating nuclei at 5 dpi and kidneys were harvested 3 hr later. (**A, B**) Gentamicin induced *lhx1a^+^* cell aggregates with proliferating EdU^+^ nuclei. (**C, D**) The proliferation of *lhx1a^+^* cell aggregates in *cox2a^-/-^* was significantly less than that in WT. (**E, F**) Intraperitoneal injection of dmPGE2 could promote the proliferation of *lhx1a^+^* cells in *cox2a^-/-^*. (**G, H**) GW627368X inhibited the proliferation of *lhx1a^+^* cells. (**I, J**) Injection of dmPGE2 could not rescue the GW627368X treatment. n = 5–7 in each condition. Scale bar in (**A, C, E, G, I**), 50 μm; (**B, D, F, H, J**), 100 μm. The images on the right showed a higher-magnification image (arrowheads). (**K**) Proliferation ratio of *lhx1a^+^* RPCs in (**A–J**) was calculated using ImageJ. n = 5–7 in each condition. Data were analyzed by ANOVA, ***p<0.001; ns, no significant difference. Figure 4—source data 1.Numerical data for Figure 4K, Figure 4—figure supplement 1A, and Figure 4—figure supplement 3A.

**Figure 4—figure supplement 1.**
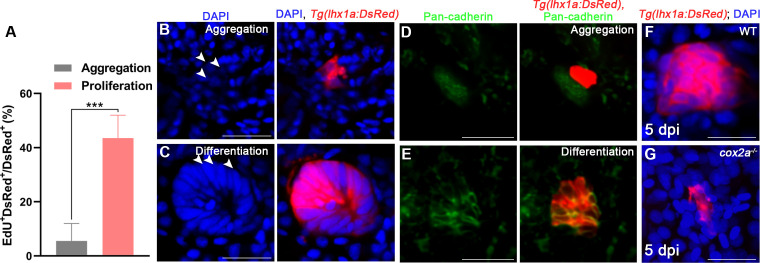
The proliferation and differentiation of renal progenitor cells (RPCs) during regeneration. (**A**) Proliferation ratio of *lhx1a^+^* RPCs in cell aggregates during RPC aggregation or proliferation was calculated using ImageJ. n = 5–7 in each condition. (**B, C**) Morphology of RPCs during aggregation (**B**) or differentiation (**C**) (arrowheads, RPC; n = 3). (**D, E**) Immunofluorescence staining of Pan-cadherin in *Tg(lhx1a:DsRed*) zebrafish kidneys showed that Pan-cadherin was hardly detected in *lhx1a^+^* cell aggregates during RPC aggregation (**D**), whereas the amount of Pan-cadherin could be detected in *lhx1a^+^* cell aggregates during RPCs differentiation (**E**). n = 3. (**F, G**) Morphology of RPCs in WT (**G**) or *cox2a^-/-^* (**H**) kidneys at 5 dpi (n = 3). Scale bar in (**B, C, F, G**), 50 μm; (**D, E**), 100 μm.

**Figure 4—figure supplement 2.**
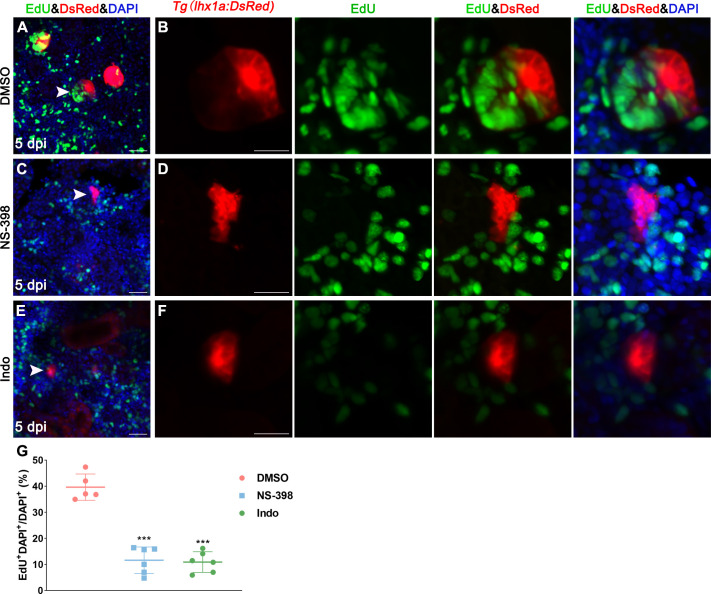
PGE2–EP4 signaling promotes the proliferation of renal progenitor cells (RPCs). *Tg(lhx1a:DsRed*) fish were injected with EdU to label proliferating nuclei at 5 dpi and 3 hr after the injection, the kidneys were harvested. (**A, B**) Gentamicin induced *lhx1a^+^* cell aggregates with proliferating EdU^+^ nuclei. NS-398. (**C, D**) inhibited the proliferation of *lhx1a^+^* cell aggregates. Indo (**E, F**) inhibited the proliferation of *lhx1a^+^* cell aggregates. Scale bar, 50 μm. The images on the right showed a higher-magnification image (arrowheads). (**G**) Proliferation ratio of *lhx1a^+^* RPCs was calculated using ImageJ. n = 5–7 in each condition. Data were analyzed by ANOVA, ***p<0.001.

**Figure 4—figure supplement 3.**
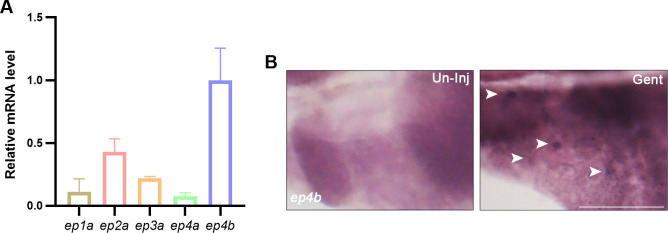
PGE2 receptors expression in *lhx1a^+^* renal progenitor cell (RPC) aggregates. (**A**) qPCR relative quantification of PGE2 receptors mRNA in *lhx1a^+^* RPCs. Results for each gene are normalized to *ep4b*. (**B**) *ep4b* whole-mount in situ hybridization (WISH) showing the uninjured or injured zebrafish kidney region. *ep4b*-labeled cell aggregates at 7 dpi (n = 3). Scale bar, 500 μm.

PGE2 signals through four prostaglandin E receptors (EP1–4) in mammals (Miyoshi et al., 2017). To test which EP receptor mediates PGE2 signaling in RPCs, we obtained DsRed^+^ RPCs from the *Tg(lhx1a:DsRed*) transgenic line by FACS at 5 dpi. The qPCR results showed that *ep2a* and *ep4b* mRNAs but not *ep1*, *ep3*, or *ep4a* mRNAs were highly expressed in RPCs. Notably, the *ep4b* expression was about twice than the *ep2a* level (Figure 4—figure supplement 3A). Furthermore, *ep4b* was expressed in the RPC aggregates using WISH analyses (Figure 4—figure supplement 3B). We next injected a specific pharmacological inhibitor for EP2 (TG4-155, 400 μM, 10 μL per fish) or EP4 (GW627368X, GW, 200 μM, 10 μL per fish) into WT fish (Baker and Van Der Kraak, 2019). Only the EP4 inhibitor GW627368X blocked nephron regeneration (Figure 3F, M and P). Furthermore, injection of GW627368X restrained the proliferation of RPCs (only about 6.4% *hx1a^+^* RPCs had EdU^+^ nuclei). Importantly, dmPGE2 did not rescue the GW627368X-induced inhibitory effect on RPC proliferation (Figure 4G–K) and nephron regeneration (Figure 3F, N and P). Taken together, these results indicate that PGE2 promotes nephrogenesis through the EP4 receptor during nephron regeneration.

### PGE2–EP4 signaling promotes nephron regeneration through the PGE2/Wnt interaction

Previous reports have shown that PGE2 signaling promotes the development of hematopoietic stem cells and liver regeneration through the PGE2/Wnt interaction (Goessling et al., 2009; North et al., 2010). To assess whether PGE2–EP4 signaling contributes to nephron regeneration through the Wnt signaling pathway, we tested Wnt activity at 7 dpi. As a result, the expression of *lef1*, a canonical marker of Wnt signaling activity (Kamei et al., 2019), was increased significantly in the injured kidneys compared with the uninjured kidneys. However, Wnt activity was significantly diminished in injured *cox2a^-/-^* kidneys at 7 dpi, but was rescued by the intraperitoneal dmPGE2 injection (Figure 5A). Furthermore, the expression of *lef1* was also significantly inhibited by injection of Indo, NS-398, or EP4-specific inhibitor GW627368X, but was significantly enhanced by injection of excessive dmPGE2 (Figure 5—figure supplement 1A). These findings reveal a link between PGE2 and Wnt activity.

**Figure 5.**
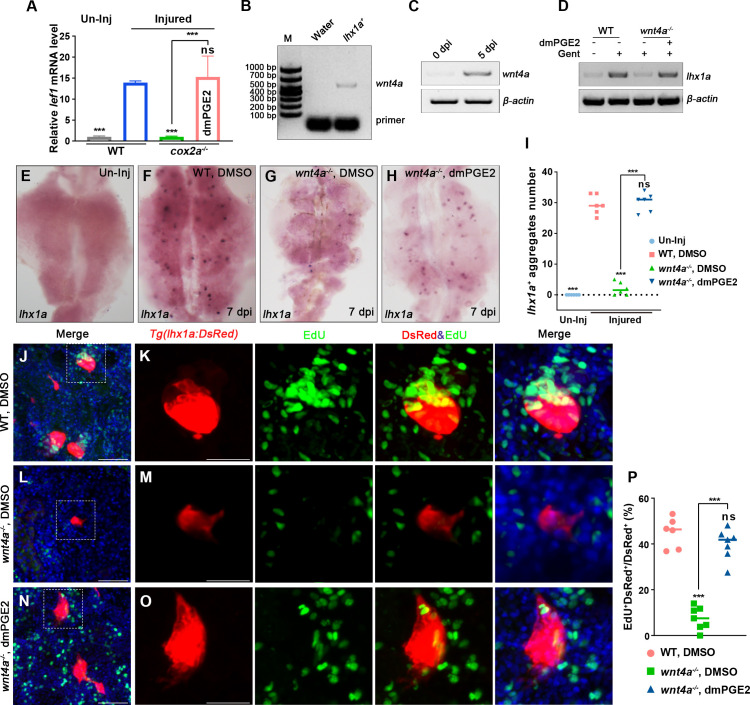
PGE2–EP4 signaling promotes nephron regeneration through PGE2/Wnt interaction. (**A**) qPCR relative quantification of *lef1* mRNA in kidney tissue of WT and *cox2a^-/-^* harvested at 7 dpi. Gene was normalized to the mean expression level in uninjured (Un-Inj) kidneys, which was set to 1. **p<0.01, ***p<0.001; ns, no significant difference (n = 3). (**B**) FACS-related RT-PCR analysis of *wnt4a* expression in *Tg(lhx1a:DsRed*) labeled RPCs at 5 dpi, and *wnt4a* was expressed in these cells. (**C**) The *wnt4a* mRNA levels were assessed by RT-PCR in uninjured or injured kidneys. (**D**) *lhx1a* mRNA levels were evaluated by RT-PCR in *wnt4a^-/-^* and WT zebrafish kidneys at 7 dpi. *β-actin* was used as a sample control. (**E–H**) *lhx1a* whole-mount in situ hybridization (WISH) showing the trunk kidney region at 7 dpi. (**G**) the number of *lhx1a^+^* cell aggregates in *wnt4a^-/-^* was less than that in WT. (**H**) Injection of dmPGE2 could rescue the influence of Wnt4a deficiency. (**I**) *lhx1a^+^* cell aggregates of whole kidney were calculated using ImageJ. n = 5–7 fish for each condition. Data were analyzed by ANOVA, ***p<0.001; ns, no significant difference. (**J, K**) Gentamicin induced *lhx1a^+^* new nephrons with proliferating EdU^+^ nuclei at 5 dpi (n = 5). (**L, M**) The proliferation of *lhx1a^+^* cells in *wnt4a^-/-^* was significantly less than that in WT (n = 6). (**N, O**) dmPGE2 could rescue the effect of Wnt4a deficiency and recover the proliferation of *lhx1a^+^* cells in *wnt4a^-/-^* (n = 6). (**K, M, O**) show the higher-magnification images of the boxed areas showed in (**J, L, N**). Scale bar in (**J–O**), 100 μm. (**G**) Proliferation ratio of *lhx1a^+^* RPCs in (**J–O**) was calculated using ImageJ. n = 5–7 in each condition. Data were analyzed by ANOVA, ***p<0.001; ns, no significant difference. Figure 5—source data 1.Original gel files of Figure 5B–D. Figure 5—source data 2.Numerical data for Figure 5A, I, and P and Figure 5—figure supplement 1A.

**Figure 5—figure supplement 1.**
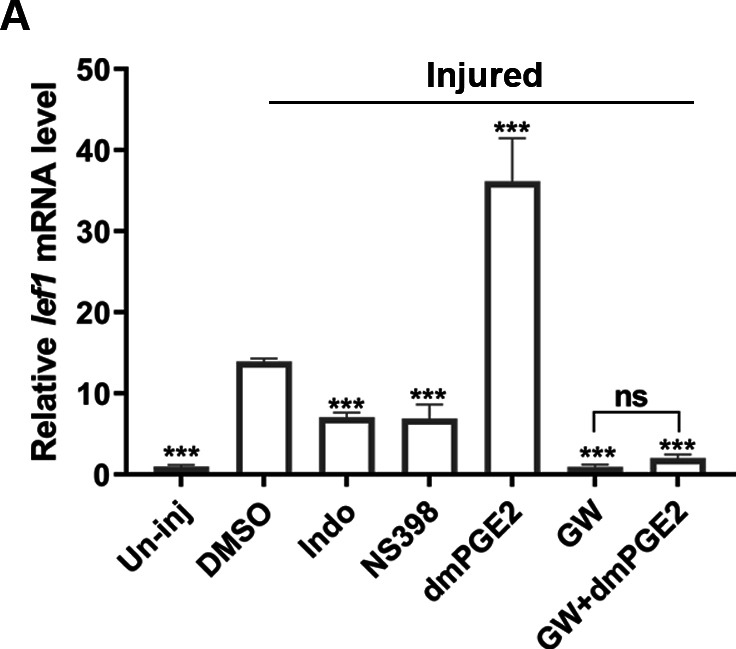
PGE2 affects Wnt activity during nephron regeneration. (**A**) qPCR relative quantification of *lef1* mRNA in kidney tissue harvested at 7 dpi with different treatments (n = 3). Data were analyzed by ANOVA, ***p<0.001; ns, no significant difference.

Genetic studies in mice reported that Wnt/β-catenin signaling plays various roles during kidney development (Pulkkinen et al., 2008). Wnt4, expressed in the nephrogenic cap mesenchyme, induces the condensation of RPCs by mesenchymal to epithelial transition (MET) and also promotes the formation of RVs (Carroll et al., 2005; Kispert et al., 1998; Stark et al., 1994). We sorted *lhx1a^+^* cells by FACS using *Tg(lhx1a:DsRed*) kidneys at 5 dpi and found that *wnt4a*, the *Wnt4*-orthologous gene in zebrafish, was expressed in RPCs (Figure 5B). RT-PCR results indicated that *wnt4a* transcripts were increased at 5 dpi compared with uninjured kidneys (Figure 5C), indicative of the involvement of Wnt4a in the regeneration of nephrons. Next, we injured *wnt4a^-/-^* kidneys and discovered that both *lhx1a* expression and RPC aggregate number were significantly less than that in injured WT kidneys at 7 dpi (Figure 5D–G). Interestingly, the influence of Wnt4a deficiency was rescued by injection of dmPGE2 (Figure 5D–I). Furthermore, we detected that only about 4.6% of *lhx1a^+^* RPCs showed EdU incorporation in *wnt4a^-/-^* kidneys at 5 dpi (Figure 5J–M and P). After dmPGE2 injection, the effects of Wnt4a deficiency on nephron regeneration were eliminated and 42.8% of the *lhx1a^+^* RPCs exhibited EdU^+^ nuclei. No significant differences were detected in WT kidneys at 5 dpi (Figure 5J–P). Altogether, these findings suggest that RIC-secreted PGE2 cooperates with RPC-secreted Wnt4a to regulate nephron regeneration.

### PGE2 regulates the stability of β-catenin in regenerating RPCs through PKA

In the absence of Wnt ligand, intracellular β-catenin can be degraded by the β-catenin destruction complex formed by Axin, APC, GSK3β, and CK1 (Stamos and Weis, 2013; Cadigan and Waterman, 2012; MacDonald and He, 2012; Ha et al., 2004). To assess whether PGE2 regulates the Wnt signaling pathway through β-catenin destruction complex, we injected a Wnt pathway inhibitor, XAV939, which stimulates β-catenin degradation by stabilizing Axin (Hofsteen et al., 2018). It has been shown that XAV939 can inhibit nephron regeneration (Kamei et al., 2019). We found that the XAV939-mediated nephron regeneration defect could be rescued by the injection of dmPGE2 (Figure 6A, D–G, L). Similarly, the administration of ICRT 14 or ICG-001, the Wnt inhibitor that perturbs the interaction between β-catenin and TCF, impedes the nephron regeneration, which was neither rescued by the dmPGE2 injection (Figure 6B–E, H–L). These findings indicate that PGE2 acts downstream of the β-catenin destruction complex but upstream of the nuclear transcriptional interaction.

**Figure 6.**
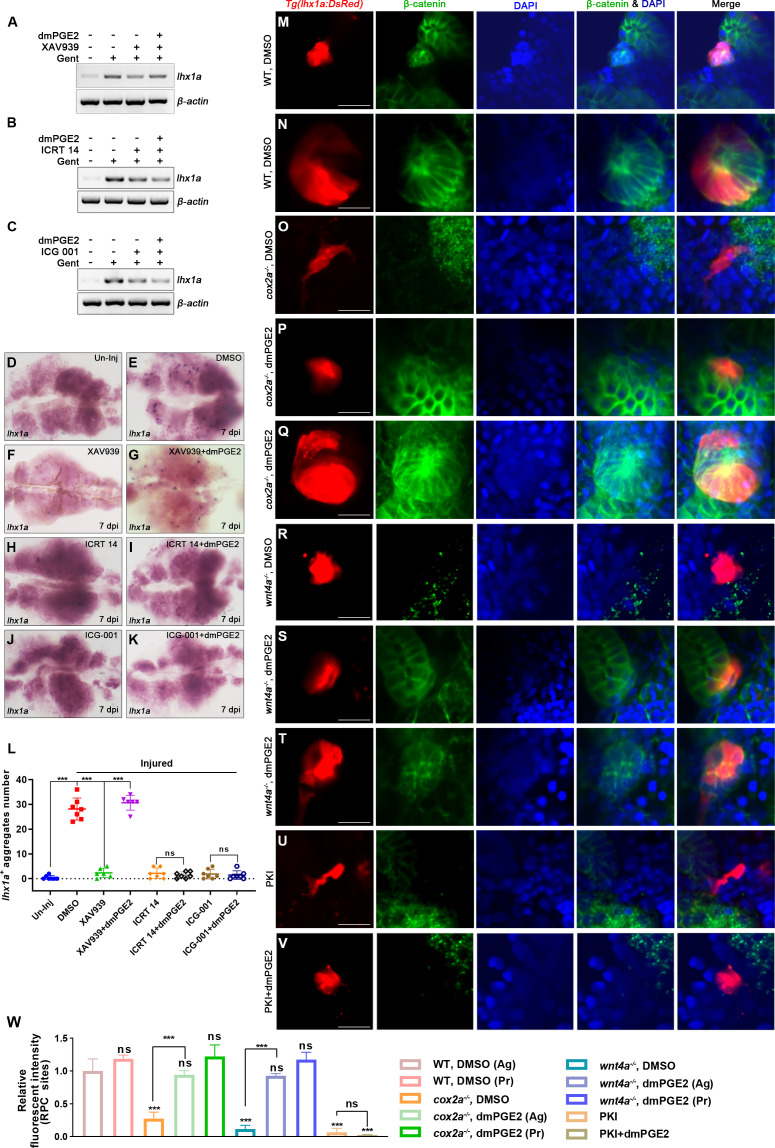
PGE2–EP4 signaling promotes nephron regeneration through regulating β-catenin level. (**A–C**) *lhx1a* mRNA levels were assessed by RT-PCR at 7 dpi. *β-actin* was used as a sample control. (**D–K**) *lhx1a* whole-mount in situ hybridization (WISH) showing the trunk kidney region at 7 dpi. XAV939 (**F**) could reduce the number of *lhx1a ^+^* cell aggregates and dmPGE2 could rescue the influence of XAV939 treatment (**G**); ICRT 14 (**H**) or ICG-001 (**J**) could reduce the number of *lhx1a^+^* cell aggregates and dmPGE2 could not rescue the influence of ICRT 14 (**I**) or ICG-001 (**K**) treatment. n = 5–7 in each condition. (**L**) *lhx1a^+^* cell aggregates of whole kidney were calculated using ImageJ. Data were analyzed by ANOVA, ***p<0.001; ns, no significant difference. (**M–V**) Immunofluorescence staining of β-catenin in *Tg(lhx1a:DsRed*) zebrafish kidneys at 5 dpi. (**M, N**) Zebrafish injected DMSO as a control group, and the amount of β-catenin could be detected in *lhx1a^+^* cell aggregates during renal progenitor cell (RPC) aggregation (**M**) or proliferation (**N**). (**O**) β-catenin level in *lhx1a^+^* cell aggregates of *cox2a^-/-^* was significantly less than the control group, and injection of dmPGE2 (**P, Q**) could rescue the influence of Cox2a deficiency. (**R**) β-catenin level in *lhx1a^+^* cell aggregates of *wnt4a^-/-^* was significantly less than the control group, and injection of dmPGE2 (**S, T**) could rescue the influence of Wnt4a deficiency. Injection of PKI (**U**) could reduce β-catenin level in *lhx1a^+^* cell aggregates, while injection of dmPGE2 (**V**) could not rescue the influence of PKI treatment. n = 3–6 in (**M–V**). Scale bar in (**M–V**), 50 μm. (**W**) Bar chart depicting β-catenin levels following acute kidney injury (AKI) (**M–V**). Fluorescent intensities per unit area were measured at the *lhx1a^+^* RPC aggregates using ImageJ. β-catenin levels of *lhx1a^+^* RPCs during RPC aggregation normalized as 1. Ag, aggregation; Pr, proliferation. n = 3–6 in each condition. Data were analyzed by ANOVA, ***p<0.001; ns, no significant difference. Figure 6—source data 1.Original gel files of Figure 6A–C. Figure 6—source data 2.Numerical data for Figure 6L and W, Figure 6—figure supplement 1H, Figure 6—figure supplement 2F, and Figure 6—figure supplement 3I.

**Figure 6—figure supplement 1.**
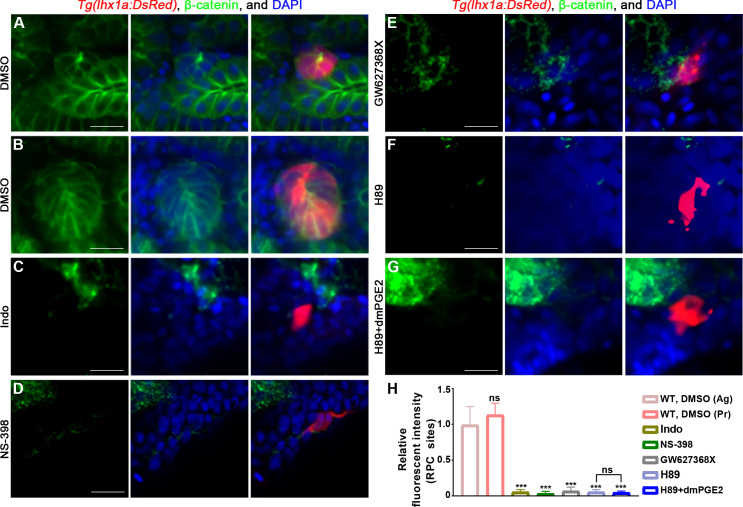
PGE2–EP4 signaling promotes nephron regeneration through regulating β-catenin level. Immunofluorescent staining of β-catenin in *Tg(lhx1a:DsRed*) zebrafish kidneys at 5 dpi. (**A, B**) Injected DMSO as a control group and the amounts of β-catenin could be detected in *lhx1a^+^* cell aggregates during renal progenitor cell (RPC) aggregation (**A**) or proliferation (**B**). Intraperitoneal injection of Indo (**C**), NS-398 (**D**), or GW627368X (**E**) could reduce β-catenin level in *lhx1a^+^* cell aggregates. Injection of H89 (**F**) could reduce β-catenin level in *lhx1a^+^* cell aggregates, while injection of dmPGE2 (**G**) could not rescue the influence of H89 treatment (n = 3–6). Scale bar, 50 μm. (**H**) Bar chart depicting β-catenin levels following acute kidney injury (AKI) (**M–V**). Fluorescent intensities per unit area were measured at the *lhx1a^+^* RPC aggregates using ImageJ. β-catenin levels of *lhx1a^+^* RPCs during RPC aggregation normalized as 1. Ag, aggregation; Pr, proliferation. n = 3–6 in each condition. Data were analyzed by ANOVA, ***p<0.001; ns, no significant difference.

**Figure 6—figure supplement 2.**
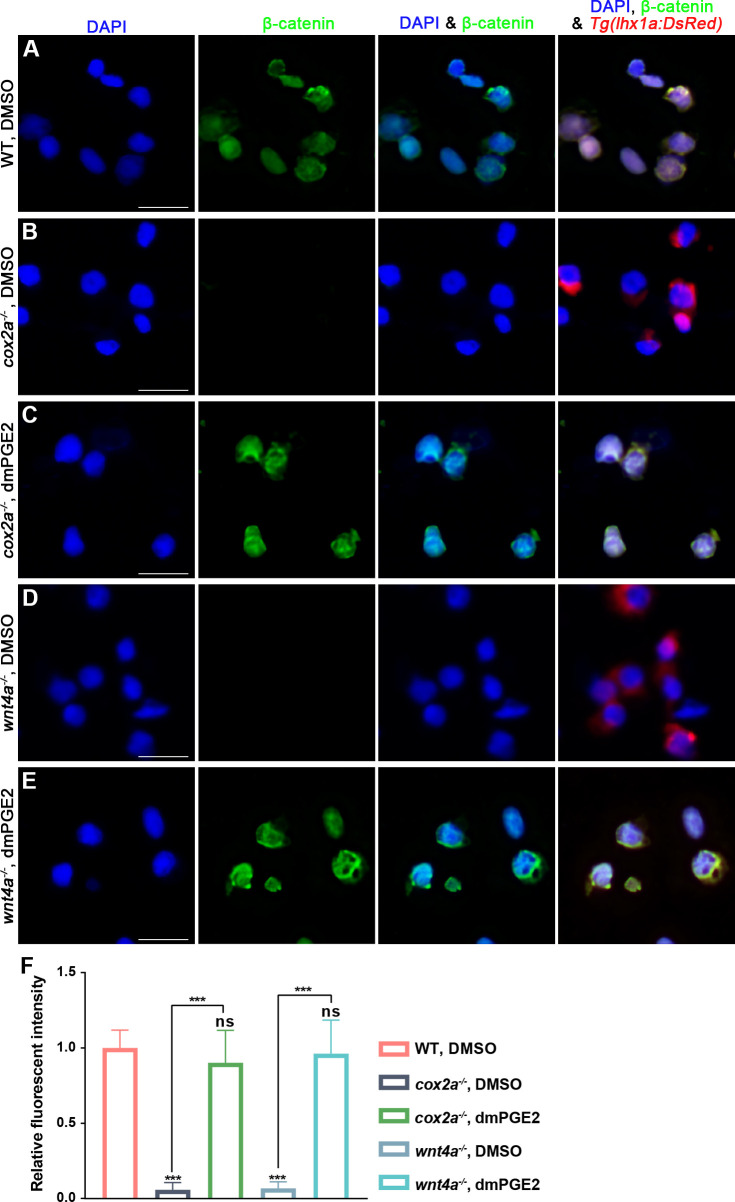
PGE2-EP4 signal regulates β-catenin levels in renal progenitor cells (RPCs). (**A–E**) Immunostaining imaging analyses displaying the nuclear β-catenin and lhx1a in FACS-sorted RPCs from kidney following acute kidney injury (AKI) in WT, *cox2a^-/-^* mutants and *wnt4a^-/-^* mutants, as well as dmPGE2-treated *cox2a^-/-^* and *wnt4a^-/-^* mutants. (**F**) Bar chart depicting the quanbtifications of β-catenin levels in (**A–E**). Fluorescent intensities per unit area were measured at the *lhx1a^+^* RPCs using ImageJ. β-catenin levels of WT at 5 dpi normalized as 1. n = 5. Data were analyzed by ANOVA, ***p<0.001; ns, no significant difference. Scale bar, 10 μm.

**Figure 6—figure supplement 3.**
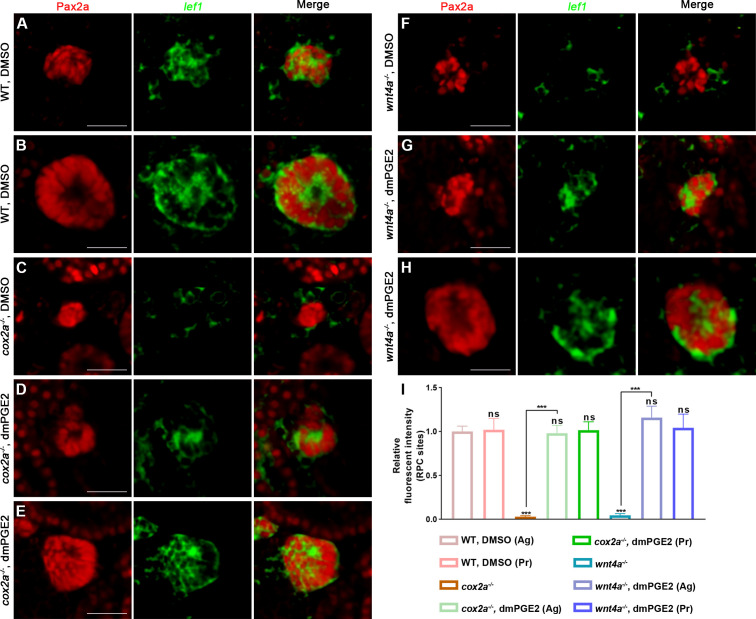
PGE2–EP4 signaling promotes nephron regeneration through regulating Wnt signaling activity. Immunofluorescent staining of Pax2a and fluorescence in situ hybridization of *lef1* in zebrafish kidneys at 5 dpi. Pax2a labeled renal tubules and renal progenitor cells (RPCs), and localized in the nucleus. (**A, B**) Injected DMSO as a control group and the amounts of *lef1* could be detected in *lhx1a^+^* cell aggregates during RPC aggregation (**A**) or proliferation (**B**). (**C**) *lef1* level in *lhx1a^+^* cell aggregates of *cox2a^-/-^* was significantly less than the control group, and injection of dmPGE2 (**D, E**) could rescue the influence of Cox2a deficiency. (**F**) *lef1* level in *lhx1a^+^* cell aggregates of *wnt4a^-/-^* was significantly less than the control group, and injection of dmPGE2 (**G, H**) could rescue the influence of Wnt4a deficiency. n = 3 in (**A–H**). Scale bar, 100 μm. (**I**) Bar chart depicting *lef1* levels following acute kidney injury (AKI) (**A–H**). Fluorescent intensities per unit area were measured at the *lhx1a^+^* RPC aggregates using ImageJ. *lef1* levels of *lhx1a^+^* RPCs during RPC aggregation normalized as 1. Ag, aggregation; Pr, proliferation. Data are mean ± SD, n = 3 in each condition.

Next, we tested the β-catenin protein level in the RPC aggregates following AKI by immunofluorescence and observed the enrichment of β-catenin during RPC aggregation or proliferation (Figure 6M, N and W). On the contrary, β-catenin was hardly detected in the RPC aggregates in the injured *cox2a^-/-^* mutant kidney (Figure 6O and W). The administration of Indo-, NS-398-, or GW627368X of injured WT kidneys also decreased β-catenin in the regenerating RPC aggregates (Figure 6—figure supplement 1A–D and H). However, the injection of dmPGE2 into the *cox2a^-/-^* kidneys rescued the loss of β-catenin in the *lhx1a^+^* RPC aggregates following AKI (Figure 6P, Q and W). Furthermore, we found that β-catenin was less in *wnt4a^-/-^* RPC aggregates than WT aggregates at 5 dpi and that injection of dmPGE2 restored partially the β-catenin level in *wnt4a^-/-^* RPC aggregates (Figure 6R–T and W). To more clearly demonstrate the subcellular location of β-catenin, we sorted out the RPCs and performed β-catenin immunofluorescence. We observed that nuclear β-catein was significantly reduced in *cox2a*^-/-^ or *wnt4a^-/-^* RPCs compared to WT RPCs, and dmPGE2 treatment can restored the reduced β-catein in these mutants (Figure 6—figure supplement 2A–F). To further prove that the change of nuclear β-catenin level affects the Wnt signal activity, we used fluorescence in situ hybridization (FISH) to detect the change of the Wnt/β-catenin target gene *lef1*. FISH analyses showed that the reduced Wnt/β-catenin signaling in *cox2a*^-/-^and *wnt4a^-/-^* mutants caused a decrease in *lef1* expression in RPC aggregates, and dmPGE2 treatment rescued the reduced *lef1* expression (Figure 6—figure supplement 3A–I). Altogether, these results indicate that PGE2–EP4 signaling regulates Wnt activity in the *lhx1a^+^* RPC aggregate by regulating nuclear β-catenin levels during nephron regeneration.

It has been shown that PGE2 can stabilize β-catenin through the cAMP-PKA (cyclic-AMP-dependent protein kinase A) pathway during hematopoietic stem cell self-renewal, bone marrow repopulation, and liver regeneration in zebrafish and mice (Goessling et al., 2009; Evans, 2009; North et al., 2010; Brudvik et al., 2011; Wang et al., 2016). To test whether this mechanism is conserved in nephron regeneration, we blocked PKA by injection of the peptide PKA inhibitor PKI (6–22) amide (PKI) or pharmacological inhibitor H89 and found that both inhibitors decreased β-catenin levels in the RPC aggregates at 5 dpi (Figure 6U and W, Figure 6—figure supplement 1F and H). Moreover, this reduction could not be rescued by the dmPGE2 injection (Figure 6V and W, Figure 6—figure supplement 1G and H). Furthermore, PKI or H89 also significantly restrained nephron regeneration and dmPGE2 failed to rescue these regeneration defects (Figure 7A–I). It has been shown that PKA regulates Wnt activity via direct changes in the phosphorylation status of β-catenin at Ser675 (p-S675-β-catenin) or GSK3β at Ser9 (p-S9-GSK3β) (Wang et al., 2016; Parida et al., 2016; Lin et al., 2021). The S675 phosphorylation of β-catenin stabilizes the β-catenin protein by inhibiting destruction, while p-S9-GSK3β can prevent the assembly of the β-catenin destruction complex (Hino et al., 2005; Taurin et al., 2006; Fang et al., 2000). Therefore, we used the corresponding antibodies to detect changes of these two protein phosphorylation levels in *lhx1a^+^* cell aggregates during RPC aggregation or proliferation. The levels of p-S9-GSK3β or p-S675-β-catenin in *cox2a^-/-^* mutants and PKA inhibitor treatment groups were less than DMSO-treated control groups following AKI, respectively (Figure 7J–L, Q–S, X, Y). dmPGE2 treatment rescued the reduction of both levels of p-S9-GSK3β and p-S675-β-catenin in injured *cox2a^-/-^* kidneys, but not in PKA inhibitor-treated groups (Figure 7M–P, T–W, X, Y). Collectively, these data indicate that PKA functions downstream of PGE2–EP4 signaling to regulate the stability of β-catenin and nephron regeneration.

**Figure 7.**
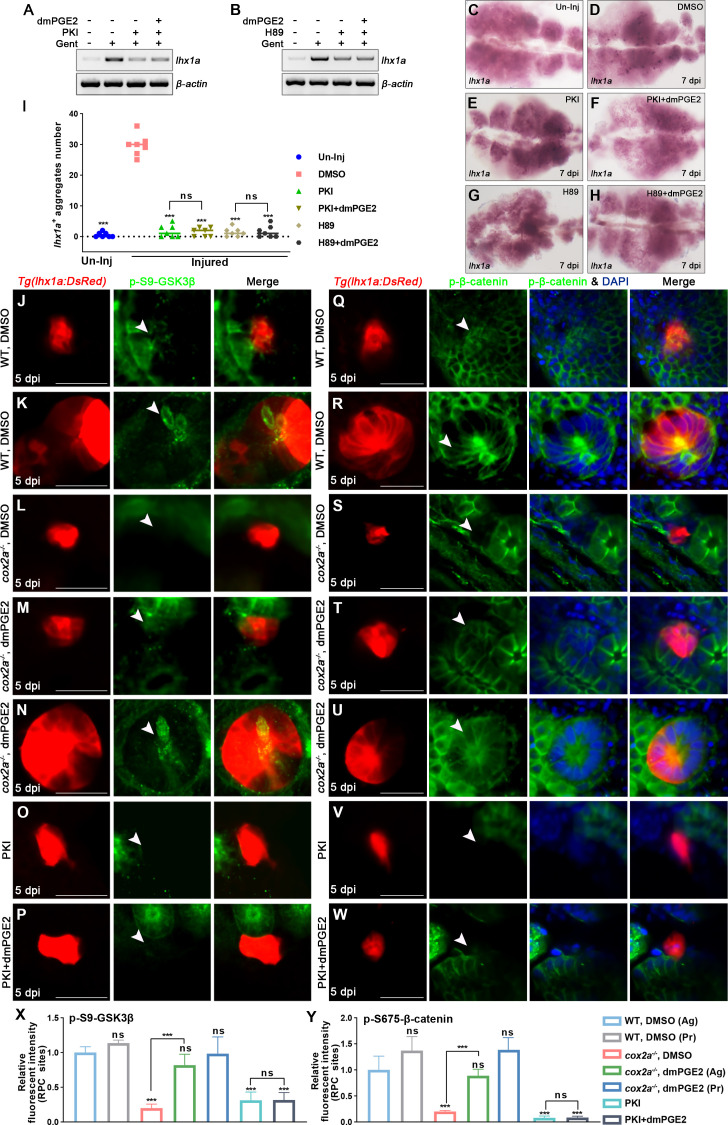
PGE2 regulates the stability of β-catenin in renal progenitor cells (RPCs) through PKA. (**A, B**) *lhx1a* mRNA levels were evaluated by RT-PCR at 7 dpi. *β-actin* was used as a sample control. (**C–H**) *lhx1a* whole-mount in situ hybridization (WISH) showing the trunk kidney region at 7 dpi. PKI (**E**) or H89 (**G**) treatment reduced the number of *lhx1a^+^* cell aggregates, while injection of dmPGE2 could not rescue the influence of PKI (**F**) or H89 (**H**) treatment. (**I**) *lhx1a^+^* cell aggregates of whole kidney were calculated using ImageJ. n = 5–7 in each condition. Data were analyzed by ANOVA, ***p<0.001; ns, no significant difference. (**J–N**) Immunofluorescence staining of p-S9-GSK3β (arrowheads) in *Tg(lhx1a:DsRed*) zebrafish kidneys at 5 dpi. (**J, K**) Zebrafish injected with DMSO as a control group, and the amount of p-S9-GSK3β could be detected in *lhx1a^+^* cell aggregates cytoplasm during RPC aggregation (**J**) or proliferation (**K**). (**L**) p-S9-GSK3β in *lhx1a^+^* cell aggregates of *cox2a^-/-^* was hardly detectable, and injection of dmPGE2 (**M, N**) could rescue the influence of Cox2a deficiency. Injection of PKI (**O**) could reduce p-S9-GSK3β level in *lhx1a^+^* cell aggregates, while injection of dmPGE2 (**P**) could not rescue the influence of PKI treatment. (**Q–W**) Immunofluorescence staining of p-S675-β-catenin in *Tg(lhx1a:DsRed*) zebrafish kidneys at 5 dpi. (**Q, R**) Injection of DMSO as a control group and amounts of p-S675-β-catenin could be detected in *lhx1a^+^* cell aggregates during RPC aggregation (**Q**) or proliferation (**R**). (**S**) p-S675-β-catenin level in *lhx1a^+^* cell aggregates of *cox2a^-/-^* was hardly detectable, and injection of dmPGE2 (**T, U**) could rescue the influence of Cox2a deficiency. Injection of PKI (**V**) could reduce p-S675-β-catenin level in *lhx1a^+^* cell aggregates, while injection of dmPGE2 (**W**) could not rescue the influence of PKI treatment. Scale bar, 50 μm. (**X, Y**) Bar chart depicting p-S9-GSK3β (**X**) and p-S675-β-catenin (**Y**) levels following acute kidney injury (AKI) (**J–W**). Fluorescent intensities per unit area were measured at the *lhx1a^+^* RPC aggregates using ImageJ. p-S9-GSK3β or p-S675-β-catenin levels of *lhx1a^+^* RPCs during RPC aggregation normalized as 1. Ag, aggregation; Pr, proliferation. n = 3–6 in each condition. Data were analyzed by ANOVA, ***p<0.001; ns, no significant difference. Figure 7—source data 1.Original gel files of Figure 7A and B. Figure 7—source data 2.Numerical data for Figure 7I, X, and Y.

## Discussion

Our studies have unveiled that RICs form a cellular network that wraps the RPC aggregate during nephron regeneration, in which RICs promote the proliferation of nephrons by secreting PGE2 (Figure 8A). Mechanistically, PGE2 binds to EP4b receptor, which is on the surface of RPCs, resulting in the activation of PKA. PKA phosphorylates β-catenin at Ser675 and GSK3β at Ser9, thereby increasing the β-catenin level in RPCs. Interestingly, Wnt4a that secreted by RPCs can also reduce the stability of the β-catenin destruction complex, thereby enhancing stabilization of β-catenin. (Figure 8B). Thus, PGE2 can cooperate with Wnt4a to regulate the level of β-catenin in RPCs. The increase in β-catenin is necessary for the proliferation of RPCs during nephron regeneration. Hence, RICs provide a microenvironment for the proliferation of RPCs, which is necessary for the rapid recovery of damaged nephrons.

**Figure 8.**
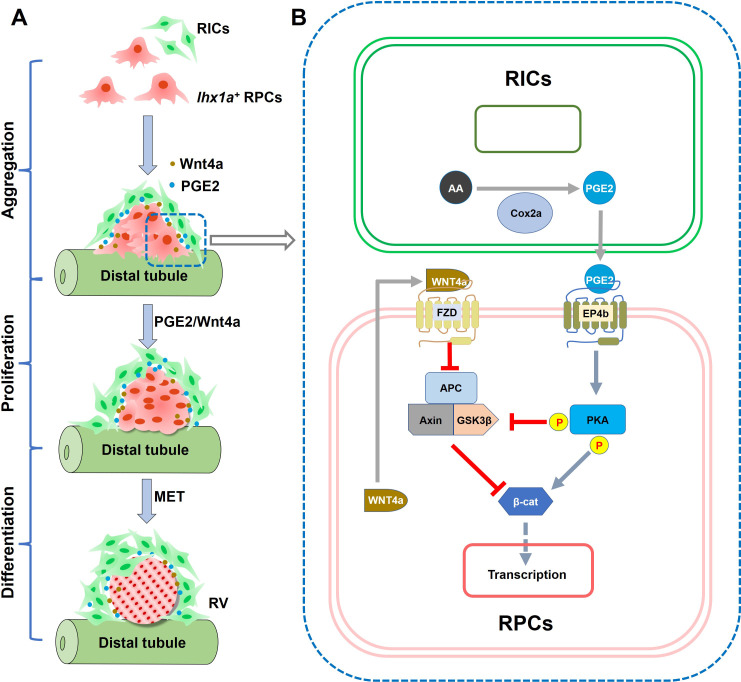
Graphical abstract summarizing the research findings. (**A**) Diagram of RV formation process. During nephron regeneration, renal progenitor cells (RPCs) congregate to form cell aggregate, then renal interstitial cells (RICs) form a network to wrap the RPC aggregate and secrete PGE2. RIC-secreted PGE2 and RPC-secreted Wnt4a synergistically promote RPCs to proliferate rapidly and then differentiate into RV. (**B**) Model of the interaction between PGE2 and Wnt signaling pathway in RPC during regeneration. During nephron regeneration, RICs that are in close contact with RPC aggregates express Cox2a and secrete PGE2. PGE2 signaling interacts with Wnt/β-catenin pathway at the level of β-catenin destruction complex and direct modification of β-catenin stability in RPC. This is achieved through EP4b induction and the activation of PKA. PKA phosphorylates GSK3β at Ser9, preventing the assembly of the β-catenin destruction complex. PKA also phosphorylates β-catenin at Ser675, resulting in stabilization of β-catenin. Wnt4a secreted by RPC can also reduce the stability of the destruction complex through the FZD receptor, thereby enhancing stabilization of β-catenin in response to acute kidney injury (AKI).

RICs can be labeled with *Tg(FoxD1-Cre; R26R*) and *Tg(Tenascin-C-CreER2; ROSA26-lacZ*) transgenic lines in mice (Humphreys et al., 2010; He et al., 2013). However, the *FoxD1* expression was hardly detectable in zebrafish kidney single-cell sequencing data (Figure 1—source data 1). Therefore, new markers need to be identified and developed for zebrafish RICs. Our single-cell sequencing analyses of the zebrafish kidney identified *fabp10a* as a RIC marker. Subsequently, we proved that RICs were specifically labeled by the *fabp10a* promoter-driven GFP in the *Tg(fabp10a:GFP*) transgenic line, a major step toward studies of the development, function, and regeneration of zebrafish kidney. Although *fabp10a* is expressed only in zebrafish interstitial cells, *fabp3*, *fabp4*, and *fabp5* are highly expressed in mouse and human RICs (Young et al., 2018; Stewart et al., 2019; Ransick et al., 2019), suggesting a concretive role of fatty acid-binding protein family members in marking RICs. During nephron regeneration, many RICs were EdU^+^, which proved that RICs mainly came from self-proliferation. Whether there is a RIC progenitor cell population in adult zebrafish kidney needs to be assessed in future studies.

Taking advantage of real-time observations in zebrafish juveniles, we find the interactions between RICs and RPCs and discovered that RICs form a network wrapping the entire RPC aggregates. Notably, RICs highly express Cox2a and secrete PGE2 during regeneration, and most of the RPC aggregates fail to proliferate and differentiate normally when PGE2 production is inhibited. These results demonstrate that the RIC network provides a necessary microenvironment for the RPCs, in which PGE2 is a crucial signaling molecule to rapidly induce the formation of new nephrons. We find that the PGE2 receptor EP4b is highly expressed in RPCs, and PGE2 acts through the EP4 receptor during nephron regeneration. Importantly, we demonstrate that PGE2–EP4 signaling interacts with Wnt signaling to promote nephron regeneration. Wnt4 is a key regulator of the MET during nephrogenesis in the mouse kidney (Carroll et al., 2005; Stark et al., 1994; Kispert et al., 1998). In zebrafish, the *wnt4a^-/-^* mutants exhibit a nephron regeneration defect, and the RPC aggregates fail to proliferate and differentiate into RVs. The dmPGE2 injection can rescue the regeneration defect in Wnt4a-deficient kidney by stabilizing β-catenin, revealing the cooperation of multiple signaling pathways during nephron regeneration.

Overall, our study enriches the understanding of the PGE2/Wnt signaling interaction and renal cell collaboration during nephrogenesis and nephron regeneration, which provides unique insights into developing regenerative strategies for potential interventions in AKI and renal diseases.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Danio rerio*)	*cox2a*	GenBank	NM_153657.1	
Gene (*D. rerio*)	*cox1*	GenBank	NM_153656.2	
Gene (*D. rerio*)	*cox2b*	GenBank	NM_001025504.2	
Gene (*D. rerio*)	*ep1*	GenBank	NM_001166330.1	
Gene (*D. rerio*)	*ep2a*	GenBank	NM_200635.1	
Gene (*D. rerio*)	*ep3*	GenBank	XM_017356646.2	
Gene (*D. rerio*)	*ep4a*	GenBank	NM_001039629.1	
Gene (*D. rerio*)	*ep4b*	GenBank	NM_001128367.1	
Gene (*D. rerio*)	*wnt4a*	GenBank	NM_001040387.1	
Gene (*D. rerio*)	*lhx1a*	GenBank	NM_131216.1	
Gene (*D. rerio*)	*lef1*	GenBank	NM_131426.1	
Gene (*D. rerio*)	*epoa*	GenBank	NM_001038009.2	
Strain, strain background (*D. rerio*)	AB	Laboratory resources	Labs	
Strain, strain background (*D. rerio*)	*Tg(fabp10a:GFP*)	Laboratory resources	Labs	
Strain, strain background (*D. rerio*)	*Tg(lhx1a:DsRed*)	This study		methods
Strain, strain background (*D. rerio*)	*Tg(cdh17:DsRed*)	This study		methods
Strain, strain background (*D. rerio*)	*wnt4a^-/-^*	Chinese National Zebrafish Resource Center (Wuhan, China)	fh294	
Strain, strain background (*D. rerio*)	*cox2a^-/-^*	Li et al., 2019		
Antibody	Anti-Cox2 (goat polyclonal)	Cayman, 100034-lea	RRID:AB_10078977	IF (1:200)
Antibody	Anti-β-catenin (mouse monoclonal)	Sigma, C7207	RRID:AB_2086128	IF (1:200)
Antibody	Anti-p-Ser9-GSK3 beta (rabbit polyclonal)	Abcam, ab107166	RRID:AB_476865	IF (1:200)
Antibody	Anti-phospho-β-catenin (ser675) (D2F1) XP (rabbit monoclonal)	CST, 4176T	RRID:AB_1903923	IF (1:200)
Antibody	Anti-Pax2a (rabbit polyclonal)	Abcam, ab229318, Chen et al., 2019		IF (1:200)
Antibody	Anti-Pan-cadherin (rabbit polyclonal)	Sigma, C3678	RRID:AB_258851	IF (1:100)
Antibody	Goat anti-mouse IgG H&L Alexa Fluor 647 (goat polyclonal)	Abcam, ab150115	RRID:AB_2687948	IF (1:500)
Antibody	Donkey anti-goat IgG (Alexa Fluor 647) (donkey polyclonal)	Abcam, ab150131	RRID:AB_2732857	IF (1:500)
Antibody	Goat anti-rabbit IgG (H+L) Alexa Fluor 488 (goat polyclonal)	Invitrogen, A11008	RRID:AB_143165	IF (1:500)
Antibody	Goat anti-rabbit IgG (H+L) Alexa Fluor 633 (goat polyclonal)	Invitrogen, A21070	RRID:AB_2535731	IF (1:500)
Chemical compound, drug	Indomethacin	Sigma	I7378-5G	
Chemical compound, drug	NS-398	Sigma	N194-5MG	
Chemical compound, drug	TG4-155	Selleck	S6793	
Chemical compound, drug	dmPGE2	Sigma	D0160	
Chemical compound, drug	GW627368X	TOPSCIENCE	T1978	
Chemical compound, drug	XAV939	Selleck	S1180	
Chemical compound, drug	ICRT 14	MCE	HY-16665	
Chemical compound, drug	ICG-001	MCE	HY-14428	
Chemical compound, drug	H89 (dihydrochloride)	MCE	HY-15979A	
Chemical compound, drug	PKA Inhibitor Fragment (6-22) amide (TFA)	MCE	HY-P1290A	
Software, algorithm	GraphPad Prism (version 8.02)	GraphPad Prism, version 8.02	RRID:SCR_002798	
Software, algorithm	Excel 2019	Microsoft, version office home and student 2019	RRID:SCR_016137	
Software, algorithm	ImageJ for Windows, V 1.8.0	National Institutes of Health	RRID:SCR_001935	
Other	DAPI Stain Solution	Beyotime	C1002	For nucleic acid staining

### Zebrafish

Zebrafish embryos, larvae, and adults were produced, grown, and maintained according to standard protocols described in the zebrafish book. For experiments with adult zebrafish, animals ranging in age from 3 to 12 months were used. Zebrafish were maintained in standard conditions under a 14-hr-light and 10-hr-dark cycle and fed twice daily. Zebrafish were anesthetized using 0.0168% buffered tricaine (MS-222, Sigma). AB strain of zebrafish is used as the wild-type (WT). The following zebrafish lines were used in this study: *Tg(fabp10a:GFP*) (Her et al., 2003); *cox2a^-/-^* (Li et al., 2019); *wnt4a^-/-^* (fh294) was purchased from the Chinese National Zebrafish Resource Center (Wuhan, China); and *Tg(cdh17:DsRed) and Tg(lhx1a:DsRed*) were constructed in this study.

### Generation of *Tg(lhx1a:DsRed*) transgenic line

We obtained the *lhx1a:EGFP/*pI-SceI plasmid from Dr. Neil A Hukdiede (Swanhart et al., 2010), substituted DsRed for EGFP using ClonExpress II One Step Cloning Kit (Vazyme, C112-01), and constructed *lhx1a:DsRed/*pI-SceI plasmid. Then, 30 pg of *lhx1a:DsRed*/pI-SceI plasmid DNA was injected into one-cell-stage embryos along with the I-SceI restriction enzyme (NEB, R0694S). These injected embryos were raised to adulthood and screened for DsRed expression in known *lhx1a* expression domains, and a stable *Tg(lhx1a:DsRed*) transgenic line was isolated.

### Generation of *Tg(cdh17:DsRed*) transgenic line

Promoters of *cadherin-17* (*cdh17*) (–4.3k) were amplified from zebrafish genomic DNA by PCR and constructed *cdh17:DsRed/*pI-SceI plasmids (Liao et al., 2021). These injected embryos were raised to adulthood and screened for DsRed expression in known *cdh17* expression domains, and isolated stable *Tg(cdh17:DsRed*) transgenic line was constructed.

### Zebrafish AKI model

Intraperitoneal injection of gentamicin was used to induce AKI as previously described (Chen et al., 2019). In brief, gentamicin (2.7 μg/μL, 20 μL per fish) diluted in water was intraperitoneally injected in WT or other zebrafish lines. Each injected zebrafish was then dropped into an individual container. The fish excreting proteinuria at 1 dpi was used for subsequent experiments.

### Single-cell RNA sequencing

Kidney cells from six randomly selected 6-month-old zebrafish were loaded into Chromium microfluidic chips with 30v chemistry and barcoded with a 10× Chromium Controller (10X Genomics). RNA from the barcoded cells was subsequently reverse-transcribed and sequencing libraries were constructed with reagents from a Chromium Single Cell 30v3 reagent kit (10X Genomics) according to the manufacturer’s instructions. Sequencing was performed on an Illumina (NovaSeq) platform according to the manufacturer’s instructions (Illumina). The Seurat package was used for data normalization, dimensionality reduction, clustering, and differential expression. We used Seurat alignment method canonical correlation analysis (Butler et al., 2018) for integrated analysis of datasets. For clustering, highly variable genes were selected and the principal components based on those genes were used to build a graph, which was segmented with a resolution of 0.6. GO enrichment analysis of marker genes was implemented using the cluster Profiler R package, in which gene length bias was corrected. GO terms with corrected p*-*values <0.05 were considered significantly enriched by the marker gene of interest. Sequencing data have been deposited in GEO under accession code GSE183382.

### Transcriptome sequencing

Six-month-old zebrafish were used for RNA sequencing. Kidney samples were obtained at 0, 1, 3, 5, and 7 dpi and RNA was isolated from kidney tissue using TRIzol reagent (Invitrogen, 15596018) according to the manufacturer’s protocol. A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEB Next Ultra RNA Library Prep Kit for Illumina (NEB, USA) following the manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina NovaSeq platform and 150 bp paired-end reads were generated. Raw data (raw reads) of fastq format were firstly processed through in-house Perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low-quality reads from raw data. At the same time, Q20, Q30, and GC content, the clean data were calculated. All the downstream analyses were based on the clean data with high quality. The mapped reads of each sample were assembled by StringTie (v1.3.3b) (Pertea et al., 2015) in a reference-based approach. FeatureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene. And then FPKM (expected number of fragments per kilobase of transcript sequence per million base pairs sequenced) of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis of two conditions/groups (three biological replicates per condition) was performed using the DESeq2 R package (1.16.1). The resulting p*-*values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted p-value<0.05 found by DESeq2 were assigned as differentially expressed. 

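The authors called genes with DESeq2. The FPKM were tested here with limma, among the listed genes alone. Against uninjured kidneys, 1127 genes had an adjusted p below 0.05 at 1 dpi, 735 of them higher and 392 lower. At 3 dpi 757 genes were called, 364 higher and 393 lower. At 5 dpi the number was 464, with 381 higher and 83 lower. At 7 dpi it was 975, with 272 higher and 703 lower. The share of higher genes depended on the scaling of the samples at 3 and 7 dpi. At 7 dpi it was 27.9% with the FPKM as deposited, 47.1% after median-of-ratios scaling and 62.5% after quantile normalization, and at 3 dpi it was 48.1%, 59.9% and 70.4%. In the same order it was 65.2%, 66.7% and 65.2% at 1 dpi and 82.1%, 76.7% and 83.7% at 5 dpi. Both scalings used the listed genes alone and presume that most genes are unchanged, which these genes do not meet. The listed genes held 24.1% to 25.2% of the reads in uninjured samples, 19.3% to 22.4% at 3 dpi and 18.3% to 19.5% at 7 dpi. The scalings can therefore raise the values at 3 and 7 dpi by themselves, and they do not show which share of higher genes is right. The share of higher genes also depended on the fit. With the fit on all 15 samples it was 58.8%, 44.7%, 60.8% and 36.8% at 1, 3, 5 and 7 dpi. With the replicate number as a block it was 88.9% at 1 dpi. Leaving out each sample in turn gave 45.6% to 83.4% at 1 dpi and 24.5% to 68.0% at 3 dpi. The lowest share at both came without uninjured replicate 2. When the replicate number was added as a block, 314 genes were called at 1 dpi and 0 at 3, 5 and 7 dpi. At an unadjusted p below 0.05 the blocked fits still held 1805 genes at 3 dpi, 1713 at 5 dpi and 1801 at 7 dpi, against 2161, 1723 and 2051 without the block.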

Sequencing data have been deposited in GEO under accession code GSE191068.

### ELISA for PGE2

ELISA for PGE2 was conducted using a Prostaglandin E2 ELISA Kit (D751014-0048, BBI) according to the manufacturer’s instructions. Briefly, kidneys were collected from 20 weight-matched fish, washed in ice-cold phosphate-buffered saline (PBS), and homogenized in 500 μL PBS. Homogenate was spun down at 12,000 rpm for 10 min at 4°C to eliminate particulate, and the supernatant was collected for ELISA. Assays were run in technical triplicate.

### Inhibitor treatment

During the nephron regeneration stage, the Indo (I7378-5G, Sigma; 400 μM, 10 μL per fish), NS-398 (N194-5MG, Sigma; 140 μM, 10 μL per fish), TG4-155 (S6793, Selleck; 400 μM, 10 μL per fish), dmPGE2 (D0160, Sigma; 600 μM, 10 μL per fish), GW627368X (T1978, TOPSCIENCE; 200 μM, 10 μL per fish), XAV939 (S1180, Selleck; 200 μM, 10 μL per fish), ICRT 14 (HY-16665, MCE; 10 μM, 10 μL per fish), ICG-001 (HY-14428, MCE; 100 μM, 10 μL per fish), PKI (HY-P1290A, MCE; 20 μM, 10 μL per fish), and H89 (HY-15979, MCE; 200 μM, 10 μL per fish) were intraperitoneally injected into zebrafish at 2, 4, and 6 dpi. Kidneys were collected at 7 dpi for RNA extraction, WISH, or immunofluorescence. For the 5 dpi test, inhibitors were injected at 2 and 4 dpi, and samples were collected at 5 dpi; 1% DMSO was injected in control groups with the same conditions. For juvenile zebrafish experiments, dmPGE2 (2 μM in egg water) was used to test the influence on mesonephros development. 0.2% DMSO was used in control groups under the same conditions.

### WISH

WISH was performed as previously described using *lhx1a* and *ep4b* probes (Chen et al., 2019). Briefly, fish with internal organs and hands removed were fixed overnight in 4% paraformaldehyde. Fixed kidneys were removed from body and permeabilized with proteinase K (10 μg/mL, Roche) in PBT (0.1% tween-20 in PBS) for 1 hr with rocking. Digoxigenin-labeled riboprobes were generated from cDNA fragments comprising the sequences of zebrafish *lhx1a* or *ep4b probe*. Hybridization was performed as previously described (Chen et al., 2019). Anti-DIG AP antibody and NBT/BCIP substrate (Roche) were used to detect the probe. After the color reaction, images were taken using a BX3-CBH microscope (Olympus, Japan).

### Fluorescence in situ hybridization

Fluorescence in situ hybridization was performed as previously described using *lef1* probes (He et al., 2020). Briefly, fish with internal organs and hands removed were fixed overnight in 4% paraformaldehyde. kidneys were harvested and embedded in OCT to obtain frozen-sections at 100 μm. Sections permeabilized with proteinase K (10 μg/mL, Roche) in PBT for 20 min with rocking. Digoxigenin-labeled riboprobes were generated from cDNA fragments comprising the sequences of zebrafish *lef1 probe* (F: 5′-ATGCCGCAGTTGTCAGGTG-3′, R: 5′-CGCTTTCCTCCATTGTTCAGATG-3′). Hybridization was performed as previously described (He et al., 2020). Anti-DIG POD antibody (11207733910, Roche) and TSA plus fluorescein system (NEL741001KT, PerkinElmer) were used to detect the probe. Fluorescent intensities per unit area were measured using ImageJ.

### EdU assay

A Click-iT Plus EDU Alexa Fluor 647 Imaging Kit (C10640, Invitrogen) was used to detect cell proliferation in juvenile zebrafish or sections of kidney. Briefly, EdU solution (200 mM, 10 μL per fish) was intraperitoneally injected into fish. After 3 hr, kidneys were obtained and proliferation measurements were performed. Quantification of EdU was performed in a blinded manner using ImageJ, Briefly, 4-square mm kidney images were taken randomly. Subsequently, Total number of *lhx1a^+^* cells and *lhx1a^+^* EdU^+^ cells were calculated for further study. Images were marked so that the person performing the analysis was unaware of the treatment conditions for each sample prior to calculation.

### Semi-quantitative RT-PCR and quantitative PCR

RNA was isolated from kidney tissue using TRIzol reagent (15596018, Invitrogen) according to the manufacturer’s protocol. A Prime Script II first-strand cDNA Synthesis Kit (9767, Takara) was used to synthesize cDNA, which was then subjected to PCR using Taq Master Mix (p112-01, Vazyme) for RT-PCR or TB Green Premix EX Taq II (Takara, RR820A) for quantitative PCR. The following primers were used: *lhx1a* (F: gacaggtttctccttaatgttc, R: CTTTCAGTGTCTCCAGTTGC); *cox2a*, (F: CGCTATATCCTGTTGTCAAGG, R: gatggtctcaccaatcagg); *col1a1b*, (F: GGTTCTGCTGGTAACGATGG, R: CCAGGCATTCCAATAAGACC); *col1a2*, (F: CTGGTAAAGATGGTTCAAATGG, R: CACCTCGTAATCCTTGGCT); *lef1* Kamei et al., 2019; *cox1* and *cox2b* (FitzSimons et al., 2020). The primers for *ep1a* were QF: AAATGTCACCTCGAGCAGAC, QR: ACAGGAGAAAGGCCTTGGAT; those for *ep4b* were QF: ATCGTTCTCATAGCCACGTCCACT, QR: CCGGGTTTGGTCTTGCTGATGAAT, other *eps* primers were as previously described (FitzSimons et al., 2020). *β-actin* (Chen et al., 2019) or *rpl13a* (FitzSimons et al., 2020) were used to standardize samples.

### FACS

To obtain RNA libraries of *lhx1a^+^* cells or RICs, *Tg(lhx1a:DsRed*) or *Tg(fabp10a:GFP;cdh17:DsRed*) kidney cells from 10 fish were manually dissected in 1% PBS and 0.005% trypsin-EDTA solution at 0 or 5 dpi. Cells of interested were sorted using MoFlo XDP (Beckman) and collected for RNA extraction.

### Immunofluorescence

For immunofluorescent analysis, kidneys were harvested and fixed in 4% formaldehyde overnight at 4°C, and then embedded in OCT (optimal cutting temperature compound) to obtain frozen-sections at 100 μm on Micron HM550 cryostat. The primary antibodies used were anti-Cox2 (100034-lea, Cayman), anti-Pax2a (ab229318, Abcam), anti-β-catenin (C7207, Sigma), anti-p-Ser9-GSK3 beta (ab107166, Abcam), anti-Pan-cadherin (C3678, Sigma), and anti-phospho-β-catenin (ser675) (D2F1) XP Rabbit mab (4176T, CST). The secondary antibodies used goat anti-mouse IgG H&L Alexa Fluor 647 (ab150115, Abcam), donkey anti-goat IgG Alexa Fluor 647 (ab150131, Abcam), goat anti-rabbit IgG (H+L) Alexa Fluor 633 (A11008, Invitrogen), and goat anti-rabbit IgG (H+L) Alexa Fluor 488 (A21070, Invitrogen), at 1:500. Images were taken using the Nikon A1 confocal microscope. Fluorescent intensities per unit area were measured using ImageJ.

### Nile red staining

For Nile red staining, *Tg(fabp10a:GFP*) kidneys were harvested and fixed in 4% formaldehyde overnight at 4°C, and then embedded in OCT to obtain frozen-sections at 10 μm on Micron HM550 cryostat. Sections were incubated for 5 min in 1 μM Nile red-PBS buffer at room temperature and then washed three times using PBS. Images were taken using the Nikon A1 confocal microscope.

### Statistics

All data are presented as means ± standard deviation (SD). Unless otherwise specified, all experiments were carried out using more than three independent replicates. Statistical analysis was performed using GraphPad Prism (version 8.02) and Excel (version, Microsoft office home and student 2019) for Microsoft Windows. Data were analyzed by ANOVA, *p<0.05, **p<0.01, ***p<0.001; ns, no significant difference.

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files. Sequencing data have been deposited in GEO under accession codes GSE183382 and GSE191068. The following datasets were generated: LiuC LiuX 2021adult zebrafish kidney cellsNCBI Gene Expression OmnibusGSE183382 LiuC LiuX 2021Zebrafish kidney regeneration transcriptomeNCBI Gene Expression OmnibusGSE191068

How the deposited data were processed for this re-analysis (not part of the article)

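Kidneys of 6-month-old zebrafish were sequenced in 5 groups of 3 samples, uninjured and at 1, 3, 5 and 7 dpi. The samples were assigned to groups and replicate numbers from their titles and from the paper's methods, which give the same time points. All 15 samples were used.

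The authors deposited FPKM. The authors state that paired-end reads were cleaned of adapter, poly-N and low-quality reads with in-house scripts, assembled with StringTie, counted per gene with featureCounts and divided by gene length and library size, and genes were called with DESeq2. The authors also deposited a group number from 1 to 6 for each gene, a code of another kind that is not a measurement. Its meaning is not stated in the paper's text, and it was used only to describe the table. The table lists 5686 genes. It was tested for selection with a moderated F-test over the 5 groups, in which 4024 of the 5685 genes tested had an unadjusted p below 0.05. Genes named by the paper that the table does not list were not analysed here.

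The reads behind the FPKM were recovered because a gene's FPKM in all samples are whole reads times 1 factor per gene and 1 per sample. The relative depth of the samples was taken from the genes with the lowest FPKM, as the ratio that turned their values into the simplest fractions. The total was the largest number of reads that made the gene lengths whole. Reads were whole for 99.98% of the genes, 50.0% of the recovered lengths were even, and the 12 microRNA genes had lengths equal to their annotated spans. In 10 simulations of 5686 genes, with gene lengths and depths of their own, at least 99.98% of the genes had exact reads and the largest error of the depth was 0.0%. The libraries had between 13876000 and 16368000 reads behind the FPKM, and 1 read of cox2a, with a length of 2373 bases, was worth 0.0257 to 0.0304 FPKM. A gene under 3 reads was treated as at the floor. The sequencing was paired-end, so a recovered read may stand for a read pair. The recovered reads were used for the depth and for 1 added alternative.

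Tests used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with lmFit and eBayes with a trend, two-sided, with Benjamini-Hochberg adjustment over the genes above 0 FPKM in at least 3 of the 15 samples. Each time point was compared with uninjured kidneys on the 6 samples of both groups. The F-test and the contrast of injured with uninjured kidneys used all 15 samples. Exact permutation tests of cox2a used the FPKM and scipy 1.17.1. The limma fits were tested on simulated reads with 200 changed genes. With 2 groups of 3 samples, 46.5% of the 200 changed genes among 5684 tested were called and 0% of the calls were false. For 12 against 3 samples the shares were 85% and 6.6%. On simulated reads with 1 raised gene set and 9 other sets, limma camera called the raised set and 0 of the others at a threshold of 0.05 without adjustment. The simulated genes varied independently of each other, so camera was not tested on genes that vary together, as the ovary genes do here. Only 200 genes changed in the limma simulations, while 3664 of 5685 differed in the F-test on the data. The simulated shares of false calls need not hold for these data.

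The genes named in the text include the genes that the paper names and the table lists. For each time point they also include the genes with the largest rise and the largest fall in log2(FPKM + 1). These were taken among genes with an adjusted p below 0.05, a named symbol and no overlap between injured and uninjured samples. The clock genes of opposite phase and the ovary genes that are named were not chosen by these rules. Over the list of 11 genes named by the paper, adjusting over the list alone gave 0, 3, 8 and 7 genes at 1, 3, 5 and 7 dpi, against 0, 2, 3 and 6 when adjusting over all genes. Marker genes of cell clusters were taken from Figure 1—source data 1, with an average log2 change of at least 1, an adjusted p below 0.05 and a listing under 1 cluster alone, and tested with camera at an inter-gene correlation of 0.01. Sets with fewer than 2 listed genes were left out, which left 9 sets and 36 tests. A minimum of 5 genes was used at first and was lowered to 2 after its results had been seen. Both results are given.

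The groups carry replicate numbers 1, 2 and 3, taken from the sample titles. A kidney can be collected only once, so same-numbered samples of different groups are not the same kidneys. A fit with the replicate number as a block was made for each comparison. Neither the titles nor the paper's text states a pairing by this number, so that fit is a check. For the comparisons of lhx1a between time points, this and the other alternatives were added after the results were seen. The other alternatives were a pseudocount of 0.1, no filter, a mean of at least 1 FPKM, median-of-ratios scaling, quantile normalization, a fit on all 15 samples, eBayes without a trend, a threshold on the log2 change, and leaving out each sample in turn. These were set before the data were examined. A limma voom fit on the recovered reads and a fit with the mean of 21 ovary genes as a covariate were chosen after seeing the data.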

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

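The tests of lhx1a at 3 dpi with the ovary covariate and with quantile normalization, and the clock gene tests, were set after the patterns were seen and before their own results were known. The alternatives for lhx1a between time points were chosen after seeing the data.

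The change of lhx1a, a marker of renal progenitor cells in the paper, went in opposite directions at early and late time points. Its FPKM was 1.36 ± 0.305 (SD, n = 3) in uninjured kidneys, 0.588 ± 0.0633 (SD, n = 3) at 1 dpi, 0.383 ± 0.0759 (SD, n = 3) at 3 dpi, 4.22 ± 1.70 (SD, n = 3) at 5 dpi and 3.46 ± 1.56 (SD, n = 3) at 7 dpi. All 3 samples were below every uninjured sample at 1 and 3 dpi and above every uninjured sample at 5 and 7 dpi. The difference between time points was tested directly. The log2(FPKM + 1) was higher by 1.67 at 5 dpi than at 1 dpi (limma adjusted p = 0.0079), by 1.43 at 7 dpi than at 1 dpi (adjusted p = 0.0095) and by 1.63 at 7 dpi than at 3 dpi (adjusted p = 0.0093). At 5 dpi against 3 dpi it was higher by 1.87, where the adjusted p of 0.085 did not pass the threshold. With the replicate number as a block, the adjusted p of these 4 differences was 0.040, 0.028, 0.026 and 0.18 in the same order, with the same log2 changes. Over all 6 alternatives it lay between 0.00025 and 0.040 at 5 against 1 dpi, 0.00064 and 0.028 at 7 against 1 dpi, 0.0044 and 0.026 at 7 against 3 dpi, and 0.0028 and 0.18 at 5 against 3 dpi. Against uninjured kidneys, in the fits on the 6 samples compared, the adjusted p was below 0.05 at 3 dpi alone (log2 change -0.76, adjusted p = 0.030), and the calls depended on the setting. At 5 and 7 dpi lhx1a passed the threshold in the fit on all 15 samples (1.11 and 0.87, adjusted p = 0.012 and 0.029) and with the ovary genes as a covariate (1.04 and 0.84, adjusted p = 0.024 and 0.026), within ranges of 0.012 to 0.12 and 0.026 to 0.15. The call at 3 dpi was lost under quantile normalization (-0.47, adjusted p = 0.17), with the ovary genes as a covariate (-0.88, adjusted p = 0.066) and with the replicate block (-0.76, adjusted p = 0.10), within a range of 0.034 to 0.17. The direction at 3 dpi was lower in each of these, and the change was smaller under quantile normalization and not smaller with the covariate. Scaling may therefore account for part of the lower value at 3 dpi. Quantile normalization presumes that most genes are unchanged, which the listed genes do not meet, so it can raise values at 3 dpi by itself. The test does not decide. A candidate explanation is a loss of lhx1a transcripts with the injured tubules before new progenitor cells appear. Which cells hold the transcripts was not tested.

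Genes of the circadian clock, which the paper does not discuss, were higher at 1 dpi than in uninjured kidneys. Of 13 genes of the per, nr1d and related families, all 13 were higher at 1 dpi, 12 with a limma adjusted p below 0.05, and all 13 had 3 samples above every uninjured sample, which 10% of comparisons of 3 with 3 samples reach by chance in either direction. The median log2 change was 3.69 and the range 1.07 to 8.94. Under quantile normalization the median was 3.47. The per-sample mean of these genes was 5.80 to 6.67 at 1 dpi and 2.12 to 2.66 in uninjured kidneys. At 3 dpi it was 2.89 to 3.11, so all 3 samples were still above every uninjured sample. At 5 and 7 dpi it was 2.23 to 2.63 and 2.03 to 2.30. A collection at another time of day might raise these genes, in which case arntl2, clocka and npas2, which peak in the opposite phase, would all be lower. They were lower in 2 of the 3, with log2 changes of 1.18 for arntl2 (limma adjusted p = 0.11), -0.51 for clocka (adjusted p = 0.32) and -0.18 for npas2 (adjusted p = 0.71). None of these changes passed the threshold, so the test does not decide, and collection at another time of day remains open. With the ovary genes as a covariate the median log2 change was 3.78, so RNA from ovary does not account for it. The times of day of the collections were not found in the paper, and all samples of 1 dpi share their group, so handling of that group and injury cannot be told apart.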

How the results depend on the processing

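The direction of cox2a against uninjured kidneys was higher in every setting run, at all 4 time points and over the injured groups. Fits without a filter, with the replicate block, on all 15 samples or without a trend cannot move its log2 change. They are no test of the direction. Over the injured groups, the log2 change lay between 0.53 and 1.79 and the adjusted p between 0.0066 and 0.029 in the 8 alternatives, and leaving out each of the 15 samples in turn gave changes of 0.53 to 0.66. The adjusted p passed 0.05 in 14 of these 15 fits. The change of 1.79 came from limma voom, a log2 ratio of reads without the 1 added to the FPKM. It is on another scale than the 0.59 of the main fit.

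By time point the calls were less stable. At 1 dpi cox2a passed the threshold only in the fit on all 15 samples, with the same change of 0.51 (adjusted p = 0.048, range over its alternatives 0.048 to 0.16). At 5 dpi it no longer passed with quantile normalization (log2 change 0.83, adjusted p = 0.073), with the replicate block (0.83, 0.079) or with limma voom (2.31, 0.057), within a range of 0.011 to 0.079. Leaving out each sample in turn gave 0.69 to 0.94 and an adjusted p of 0.056 to 0.11 in all 6 fits. At 7 dpi it did not pass with the replicate block (0.63, adjusted p = 0.083, range 0.022 to 0.083), and 2 of the 6 fits without a sample passed, with changes of 0.57 to 0.69. A filter on a mean of at least 1 FPKM removes cox2a and gave no value. The differences between 5 dpi and the other injured groups passed the threshold in no setting. The FPKM of cox2a rest on 5 to 12 reads in uninjured samples and 10 to 64 in injured samples, and counting error was not separated from the spread between samples.

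The numbers of called genes moved more. With the fit on all 15 samples, 1987 genes were called at 1 dpi, 1493 at 3 dpi, 1063 at 5 dpi and 1315 at 7 dpi. With the ovary covariate added to this fit, an alternative chosen after the data were seen, the numbers were 2104, 777, 876 and 1783, higher at 1 and 7 dpi and lower at 3 and 5 dpi than without it. Quantile normalization lowered 7 dpi to 573, and a log2 change of at least 1 lowered 7 dpi to 566 and injured kidneys to 606. The replicate block gave 314 genes at 1 dpi and 0 at 3, 5 and 7 dpi, where 1805, 1713 and 1801 had an unadjusted p below 0.05. Leaving out each sample in turn gave 539 to 1284 genes at 1 dpi, 50 to 1678 at 3 dpi, 0 to 189 at 5 dpi, 0 to 1916 at 7 dpi, 3161 to 4127 in the F-test and 985 to 2133 in injured kidneys. The cause of these shifts was not tested. Quantile normalization moved the median log2 change of all genes from -0.22 to -0.06 at 7 dpi and from -0.13 to 0.07 at 3 dpi, and the share of higher genes in injured kidneys from 47.4% to 61.3%.

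Of 36 marker set tests, 20 passed an adjusted p of 0.05, and 0 did with the inter-gene correlation estimated from the data, where 4 had an unadjusted p below 0.05. A minimum of 5 genes per set, the first choice, which was changed after its results had been seen, gave 19 of 32 tests. Among the alternatives for single marker sets and for single genes other than cox2a, 452 results were the same, 42 weaker, 22 stronger and 12 reversed. The reversed values with the ovary covariate were -0.02 for wnt4a at 3 dpi and 0.17 and 0.41 for fabp10a at 1 and 5 dpi. With quantile normalization they were 0.05 for col1a1b at 3 dpi and -0.23 for acy1 at 1 dpi, and as medians of marker sets -0.11 for neutrophils at 1 dpi, -0.37 and 0.28 for mucin-secreting cells at 1 and 5 dpi and 0.27 for the second set of vascular endothelial cells at 7 dpi. The median of this last set lay just below 0 and rounds to 0 with the FPKM as deposited. It also changed sign with median-of-ratios scaling (0.14), with the 30 markers of highest change (0.07) and with a pseudocount of 0.1, where it rounds to 0. The cause of the reversals was not tested.

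Other splits of the same samples were compared, each parting same-numbered samples as the real groups do. They mix uninjured and injured samples. The real split gave the most genes of 4 splits at 1, 3, 5 and 7 dpi (1 of 4 each). The other splits reached at most 350 genes at 1 dpi and 0 at the other time points, and 4 splits cannot show a share below 0.05. Of 100 groupings drawn for all 15 samples, 1 gave as many genes as the real grouping in the F-test and 1 in injured kidneys, the real one in both. The paper's text does not state the rule by which genes were listed. It titles the source data a differential analysis and calls genes at a DESeq2 adjusted p below 0.05. Of the listed genes tested, 70.8% had an unadjusted p below 0.05 in the F-test. If they were picked from these groups, the real grouping is favoured in advance, so these counts are not taken to tell the groups from chance.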

Differences from the paper's values

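The paper's qPCR gives a lef1 level of 13.9374 ± 0.373 (SD) in injured kidneys with DMSO at 7 dpi, relative to uninjured kidneys at 1 (the paper's values, Figure 5A). In the transcriptome the fold of lef1 at 7 dpi over uninjured kidneys was 0.702, from the log2(FPKM + 1) change, and the ratio of the mean FPKM was 0.475. None of the 4 alternatives set for lef1 before the data were examined closed the gap. Median-of-ratios scaling, other filters and leaving out samples were not run for this gene. The fold was 0.590 with a pseudocount of 0.1, 0.774 with quantile normalization, and 0.702 with the replicate block and in the fit on all 15 samples. The block and the fit on all 15 samples cannot change a difference of group means in this balanced design. Of the 4, only the pseudocount and quantile normalization could have closed the gap. The lower lef1 in the transcriptome did not pass the threshold (log2 change -0.51, limma adjusted p = 0.32), and the exact permutation test gave p = 0.4. The qPCR fish had been injected with DMSO, and the fish of the transcriptome belong to another experiment.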

Other observations

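The tests of ovary and pancreas genes against random lists, injury and depth, the test of lef1 with the ovary covariate, the marker set test of cluster 12 and the minimum size of a marker set were chosen after the result had been seen.

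Transcripts typical of ovary varied between samples of 1 group. The mean log2(FPKM + 1) of 21 ovary genes, among them zp3b, zar1, buc and gdf9, was 0.26 to 5.73 in uninjured kidneys, 0.45 to 4.08 at 1 dpi, 0.25 to 0.80 at 3 dpi, 0.27 to 4.69 at 5 dpi and 2.37 to 3.14 at 7 dpi. Within groups these genes rose and fell together, with a median correlation of 0.98, above all of 1000 random lists matched on expression (percentile 100). This is consistent with RNA from ovary in some kidney samples, as a hypothesis. A difference among the 5 groups was not detected (permutation p = 0.37), but the spread within groups of 3 was large and all 3 samples at 7 dpi were above all 3 at 3 dpi, so an effect of injury is not excluded. A relation of the ovary mean to the reads behind the FPKM did not pass the threshold and is not excluded either (Pearson r = -0.44, permutation p = 0.097; Spearman rho = -0.37, p = 0.17; adjusted over 2 lists 0.19 and 0.20; r = -0.24 without the 2 samples farthest in depth). All 15 samples were closest to their own group over the 4214 genes that did not follow the ovary genes, but the listed genes appear to have been picked from these groups, so a mislabelled sample cannot be told apart by this test. The sex of the fish is not given in the paper's methods for these samples.

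Genes of pancreatic enzymes, 17 in number, behaved in a similar way, with a median correlation of 0.96 within groups (percentile 100 of 1000 random lists). RNA from pancreas in some kidney samples is a candidate explanation. Their mean was 1.55 to 4.49 in uninjured kidneys, 1.11 to 4.34 at 1 dpi, 0.59 to 4.69 at 3 dpi, 0.42 to 0.94 at 5 dpi and 1.44 to 2.29 at 7 dpi. A difference among the 5 groups was not detected (permutation p = 0.37), although the 3 samples at 5 dpi were below all samples of uninjured kidneys, 1 dpi and 7 dpi, so an effect of injury remains open here too. A relation to depth did not pass the threshold (Pearson r = -0.22, permutation p = 0.42, Spearman rho = -0.35, p = 0.20, r = 0.10 without the 2 farthest samples).

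With the ovary mean as a covariate, the log2 change of cox2a over the injured groups was 0.53 against 0.59 without it, so RNA from ovary does not account for the rise of cox2a. For lef1 the change with the covariate was -0.48 against -0.84 at 1 dpi, -0.29 against -0.94 at 3 dpi, -0.04 against -0.43 at 5 dpi and -0.33 against -0.51 at 7 dpi. Under quantile normalization it was -0.37 at 7 dpi. The uninjured sample with the lowest ovary mean, replicate 2, had 0.592 FPKM of lef1, against 2.83 and 2.25 FPKM in the others. The change stayed below 0 at all 4 time points with the covariate, and at 1 dpi it passed the threshold with it (standard error 0.15, adjusted p = 0.029, range over its alternatives 0.029 to 0.29). RNA from ovary may account for part of the lower lef1 after injury, and these values do not settle how much. In the fits on the 6 samples compared, the limma adjusted p was 0.16, 0.12, 0.47 and 0.32 at 1, 3, 5 and 7 dpi. In the fit on all 15 samples without the covariate, lef1 passed the threshold at 3 dpi (-0.94, adjusted p = 0.047, range 0.047 to 0.28). The FPKM of lef1 was 1.89 ± 1.16 (SD, n = 3) in uninjured kidneys and 0.898 ± 0.130 (SD, n = 3) at 7 dpi.

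Of the other genes that the paper names, wnt4a had 0.418 ± 0.177 FPKM (SD, n = 3) in uninjured kidneys and 1.61 ± 0.227 (SD, n = 3) at 7 dpi. The log2 change was 0.89 (limma adjusted p = 0.022, range over its alternatives 0.0020 to 0.085), with all 3 samples above every uninjured sample. At 5 dpi, where the paper gives higher wnt4a by RT-PCR, the change of 0.51 did not pass (adjusted p = 0.088, range 0.017 to 0.21). The changes at 1 and 3 dpi were -0.27 and 0.07 (adjusted p = 0.14 and 0.73). All 3 samples were below every uninjured sample at 1 dpi and above every one at 5 dpi. The interstitial cell markers col1a1b and dcn were higher by 1.90 and 1.49 at 5 dpi (adjusted p = 0.044 and 0.034, ranges 0.010 to 0.095 and 0.0038 to 0.069), again in all 3 samples. The other interstitial markers that the paper names did not pass the threshold at 5 dpi in the fits on 6 samples, with log2 changes of 1.62 for col1a2 (adjusted p = 0.090, range 0.026 to 0.15), 0.99 for emilin1a (adjusted p = 0.086, range 0.023 to 0.15) and -0.16 for fabp10a (adjusted p = 0.90, range 0.57 to 0.99). In the fit on all 15 samples and with the ovary covariate, col1a2 (adjusted p = 0.026 and 0.045) and emilin1a (0.023 and 0.048) passed at 5 dpi. At 7 dpi emilin1a was higher by 1.28 (adjusted p = 0.033, range 0.0064 to 0.083), in all 3 samples. The tubule genes slc22a2 and acy1 had log2 changes of -1.88 and -1.41 at 7 dpi (adjusted p = 0.033 and 0.017, ranges 0.021 to 0.091 and 0.0053 to 0.083), with all 3 samples below every uninjured sample. Such a separation of 3 from 3 samples arises by chance in 10% of comparisons. With the replicate number as a block, none of the changes in this paragraph passed the threshold. The limma adjusted p was then 0.095 for col1a1b and 0.069 for dcn at 5 dpi. At 7 dpi it was 0.085 for wnt4a, 0.083 for dcn, emilin1a and acy1, and 0.091 for slc22a2.

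The 41 listed markers of cluster 12, the interstitial cells of the paper's single-cell data, had a median log2 change of 0.92 at 5 dpi, with 36 of 41 higher, against -0.09 for the other genes (camera adjusted p = 6.6e-10, and 1.6e-08 with the replicate block). With the ovary covariate the median was 0.94, so RNA from ovary does not account for it. The rise was not specific to this time point or set. The median of cluster 12 was 0.90 at 7 dpi, with 36 of 41 higher (adjusted p = 2.9e-10), 0.48 at 3 dpi (adjusted p = 1.7e-05) and 0.17 at 1 dpi, where it did not pass (adjusted p = 0.096). At 5 dpi the medians of macrophages (0.52), neutrophils (0.68) and the second set of vascular endothelial cells (0.40) were also higher and passed (adjusted p = 0.0033, 0.0047 and 0.0033). The erythrocyte markers were lower at 5 dpi and passed, with a median of -1.17 and 0 of 10 higher (adjusted p = 0.0095). Over all time points, 17 of the 20 passing tests were higher. More interstitial cells or more expression per cell may raise the cluster 12 markers, and the test cannot tell either from the selection of the listed genes. With the inter-gene correlation estimated from the data the adjusted p of cluster 12 was 0.32 at 5 dpi, and none of the 36 tests passed, with 4 at an unadjusted p below 0.05. Of 4 splits of the samples, 1 gave as small a p, the real one, and 4 splits cannot show a share below 0.05. Over all marker sets, 5 of 100 groupings, the real one included, gave at least the 20 passing tests of 36, so grouping by chance remains open for the marker sets. This share lies at the limit of 0.05 and depends on the smallest set allowed. With the minimum of 5 genes that was used first, 4 of 100 groupings gave at least the 19 passing tests of 32. The minimum was lowered after that result was known, so neither share decides.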
